# Extensive translation of small Open Reading Frames revealed by Poly-Ribo-Seq

**DOI:** 10.7554/eLife.03528

**Published:** 2014-08-21

**Authors:** Julie L Aspden, Ying Chen Eyre-Walker, Rose J Phillips, Unum Amin, Muhammad Ali S Mumtaz, Michele Brocard, Juan-Pablo Couso

**Keywords:** small open reading Frames, non-coding RNAs, transmembrane peptides, *D. melanogaster*

## Abstract

Thousands of small Open Reading Frames (smORFs) with the potential to encode small peptides of fewer than 100 amino acids exist in our genomes. However, the number of smORFs actually translated, and their molecular and functional roles are still unclear. In this study, we present a genome-wide assessment of smORF translation by ribosomal profiling of polysomal fractions in *Drosophila*. We detect two types of smORFs bound by multiple ribosomes and thus undergoing productive translation. The ‘longer’ smORFs of around 80 amino acids resemble canonical proteins in translational metrics and conservation, and display a propensity to contain transmembrane motifs. The ‘dwarf’ smORFs are in general shorter (around 20 amino-acid long), are mostly found in 5′-UTRs and non-coding RNAs, are less well conserved, and have no bioinformatic indicators of peptide function. Our findings indicate that thousands of smORFs are translated in metazoan genomes, reinforcing the idea that smORFs are an abundant and fundamental genome component.

**DOI:** http://dx.doi.org/10.7554/eLife.03528.001

## eLife digest

To produce a protein, a stretch of DNA must first be transcribed to produce a molecule of messenger RNA (mRNA). The genetic information copied from the DNA is then read three letters at a time, in groups called codons. Each codon either encodes a particular amino acid to be added into a protein or provides further instructions: ‘start codons’ mark the beginning of a protein; ‘stop codons’ mark its end. The DNA between these two points is called an open reading frame (or ORF)—however, not all ORFs produce proteins.

Most proteins are made of several hundred amino acids, but the genomes of animals contain thousands of ORFs that would generate much smaller proteins made of fewer than 100 amino acids, if they were translated. It is, however, unclear how many of these small ORFs are converted into mRNA molecules and functional proteins.

Ribosomes are large molecular machines that translate the code in mRNA molecules and join together the appropriate amino acids in the right order to make a protein. Ribosome profiling is a technique that identifies which mRNA molecules are translated into proteins by determining the sequences of all the mRNA molecules bound to ribosomes at a particular moment. The mRNA sequences can then be compared with the sequence of the whole genome to work out which ORFs they correspond to. Ribosome profiling has been used to detect translated small ORFs, but the method yields a relatively high false positive rate as some mRNAs can bind to ribosomes without being translated.

To better detect small protein-producing ORFs, Aspden et al. developed a technique based on ribosome profiling called Poly-Ribo-Seq. The method takes advantage of the fact that during active translation, clusters of multiple ribosomes, called polysomes, bind mRNAs. Poly-Ribo-Seq isolates these polysomes and determines the sequence bound by each of the ribosomes, thereby reducing the number of false positives.

Applying Poly-Ribo-Seq to cells from the fruit fly *Drosophila* allowed Aspden et al. to identify two types of short ORF. The first type codes for proteins that are around 80 amino acids long and are translated with the same efficiency as larger ORFs. The sequences of these ORFs are found in other species, match at least in part sequences of known functional ORFs, and the proteins produced are found in specific locations inside cells. These small proteins may contribute to membrane integrity or function. Together, these properties suggest that these mRNAs create functional small proteins.

The second pool consists of very small ORFs (‘dwarf smORFs’) that code for around 20 amino acids, which are not translated so often and do not show many similarities with other species.

As the findings of Aspden et al. suggest that a large fraction of *Drosophila* small ORFs are translated into proteins, the next challenge will be to determine the roles of these small proteins in cells.

**DOI:** http://dx.doi.org/10.7554/eLife.03528.002

## Introduction

Small open reading frames (smORFs) of fewer than 100 amino acids exist in eukaryotic genomes in hundreds of thousands, but their annotation has been hindered by their size: short sequences are unable to obtain the high conservation scores that are the accepted indicator of functionality (Ladoukakis et al., 2011). This handicap, coupled with the limited numbers of experimentally proven functional smORFs in eukaryotes (Kastenmayer et al., 2006; Galindo et al., 2007; Kondo et al., 2007; Hanada et al., 2012; Magny et al., 2013; Pauli et al., 2014; reviewed in Andrews and Rothnagel, 2014), has so far precluded the reliable annotation of smORFs as coding sequences. Targeted bioinformatic approaches predict that hundreds of smORFs could be translated and functional in bacteria (Hemm et al., 2008), yeast (Basrai et al., 1997; Kastenmayer et al., 2006), plants (Hanada et al., 2012) and metazoans including *Drosophila* (Ladoukakis et al., 2011), mouse (Frith et al., 2006; Crappe et al., 2013), and humans (Slavoff et al., 2013), but this is in contrast to their low rate of detection in biochemical (proteomic) (Falth et al., 2006; Slavoff et al., 2013) and functional (genetic) (Kumar et al., 2002) screens. Thus, genome-wide assessments of smORF translation in a number of species are needed to determine the actual number of translated smORFs in eukaryotic genomes.

The new technique of ribosome profiling has corroborated and expanded the proteomes of yeast (Ingolia et al., 2009; Duncan and Mata, 2014; Smith et al., 2014), mouse (Ingolia et al., 2011), zebrafish (Chew et al., 2013; Bazzini et al., 2014), and *Drosophila* (Dunn et al., 2013). Thousands of new translated sequences have been described in each case, whether novel exons of annotated genes, alternative initiation sites, or entire ORFs. However, the application of ribosome profiling outside canonical translated sequences can lead to differing conclusions (Chew et al., 2013; Guttman et al., 2013). The problem remains that a ribosomal footprint cannot always be equated with translation; non-productive binding of single ribosomes to mRNAs and scanning 40S ribosomal subunits can result in footprints, yet do not constitute translation. It has been suggested that some smORFs associate with ribosomes in such a non-productive manner and do not undergo productive translation (Wilson and Masel, 2011). Moreover, smORF mRNAs are short and present a small target for ribosomal binding and generation of footprints, potentially making traditional ribosome profiling less suitable for the study of smORFs. To distinguish genuine translation events from background, a number of metrics, statistical treatments, and bioinfomatic analyses have been proposed (Ingolia et al., 2009; Chew et al., 2013; Guttman et al., 2013; Bazzini et al., 2014). We have taken an alternative approach by enhancing the biochemical foundation of ribosome profiling and developed ‘Poly-Ribo-Seq’, an improvement to ribosome profiling that should be of use for the study of smORFs and canonical, longer ORFs alike. Instead of profiling all ribosomal-bound mRNAs, we perform ribosome footprinting on polysomal fractions. In this way, mRNAs bound by multiple ribosomes and hence actively translated can be isolated and distinguished from mRNAs bound by sporadic, putatively non-productive single ribosomes or ribosomal subunits. Although this method may overlook very short smORFs that cannot fit multiple ribosomes, this loss should be offset by the increased stringency of discarding false positive footprints.

Application of Poly-Ribo-Seq to *Drosophila* S2 cells reveals extensive translation of thousands of smORFs of two putative types. ‘Longer’ smORFs encode around 80-aa-long peptides, which are translated in the same proportions (83% of transcribed coding sequences) and as efficiently as canonical long ORFs. We nearly double the number of these smORFs shown to be translated, and show that these smORF peptides further resemble canonical proteins in that they are conserved across species, show specific subcellular localisations, and display a specific amino acid composition with the potential to form transmembrane alpha-helices. ‘Dwarf’ smORFs encode peptides in 5′-UTRs and non-coding RNAs, are not detected by gene prediction programs, and are around 20-aa-long. They are less conserved, and translated at lower proportions and efficiencies than canonical proteins.

We corroborate these findings by two independent methods and observe smORF peptide expression at or near mitochondria. Extrapolation of our results suggests that thousands of smORFs are translated in higher organisms and that smORFs could have diverse functions, including expression of peptides active in cell membranes.

## Results

We have chosen to assess the translation of smORFs in *Drosophila*, because of the well-annotated genome of this organism and the availability of an equally well-characterised standard cell line (S2 cells) (Schneider, 1972) providing abundant and reproducible material.

The annotation of the *Drosophila* genome contains double the proportion of predicted smORF-encoding genes than other metazoan genomes (some 829 smORF genes, or 4% of the total, Table 1) (FlyBase, Ensembl). However, closer scrutiny reveals that although these genes have well-corroborated transcriptional data (modENCODE), less than a quarter of these have corroborated translation and peptide function. 

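The deposited values cover 28529 annotated CDSs of FlyBase Release 5.50, a CDS being the protein-coding part of an mRNA. CDSs shared by several transcripts appear under each of them, and 21870 have distinct genomic coordinates. Of the 28529 CDSs, 1246 are at most 303 nt long with the stop codon (at most 100 aa). They make up 982 distinct intervals in 936 genes, which is 4.49% of the distinct CDSs, and their median length is 78 aa. Longer CDSs are listed for 13158 of the 13967 genes, so some genes hold both a smORF and a longer CDS. Whether footprints on such smORFs come from the longer CDS was not examined.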

Only 164 annotated smORFs have at least two out of three markers indicating translation or peptide function: (1) molecular GO term indicating protein function (based on direct assays or presence of protein domains); (2) matches with peptides from proteomic experiments; and (3) conservation of the coding sequence beyond insects (Figure 1A). These ‘corroborated’ smORFs have in most cases a gene name (e.g., *Defensin*) and associated literature. The translation of the remaining 665 putative smORFs is thus not yet fully proven, and in most cases (494 smORFs) no evidence of translation is recorded. The majority of these ‘uncorroborated’ smORFs only have a cognate identifier (e.g., CG34200) and their ‘coding’ status varies between genome releases (unpublished observation). Thus, the *Drosophila* annotated smORFs offer an ideal framework to test for translation of smORFs and their biological importance.

**Table 1.** Annotated smORFs in different organisms **DOI:** http://dx.doi.org/10.7554/eLife.03528.003

	smORFs	ORFs	% smORFs
Drosophila	829	21,870	3.8
Zebrafish	854	43,148	2.0
Mouse	1131	51,745	2.2
Human	1938	104,109	1.9

**Figure 1.**
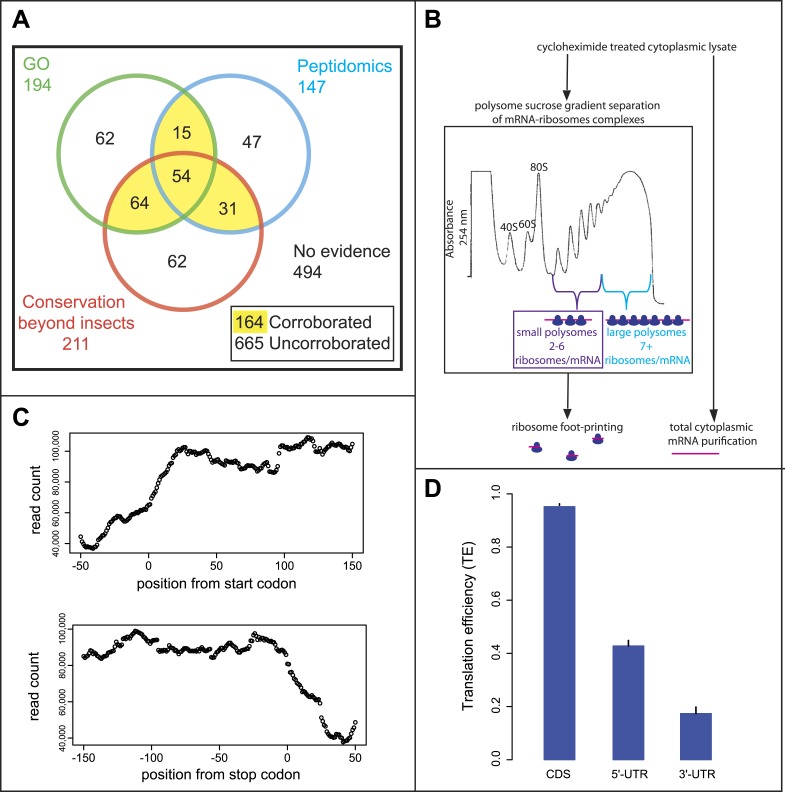
Poly-Ribo-Seq of small and large polysomes. (**A**) Venn diagram categorising annotated *Drosophila* smORFs as corroborated or uncorroborated based on evidence (FlyBase) from two out of three of: GO molecular function term assignment (green), peptidomic evidence (blue), and conservation outside of insects (red). Based on this, out of the total of 829 annotated smORFs, 665 are uncorroborated, and 494 have no evidence of translation. (**B**) Schematic of Poly-Ribo-Seq with representative UV absorbance profile for sucrose density gradient. Small (purple) and large (blue) polysomes are separated and subject to ribosome footprinting. (**C**) Composite plot from all FlyBase protein-coding genes of Poly-Ribo-Seq read counts across mRNAs in the vicinity of start (upper) and stop codons (lower) in small polysomes. (**D**) Median translational efficiencies of CDS, 5′ and 3′-UTR regions for all protein-coding genes, error bars represent SE. **DOI:** http://dx.doi.org/10.7554/eLife.03528.004

**Figure 1—figure supplement 1.**
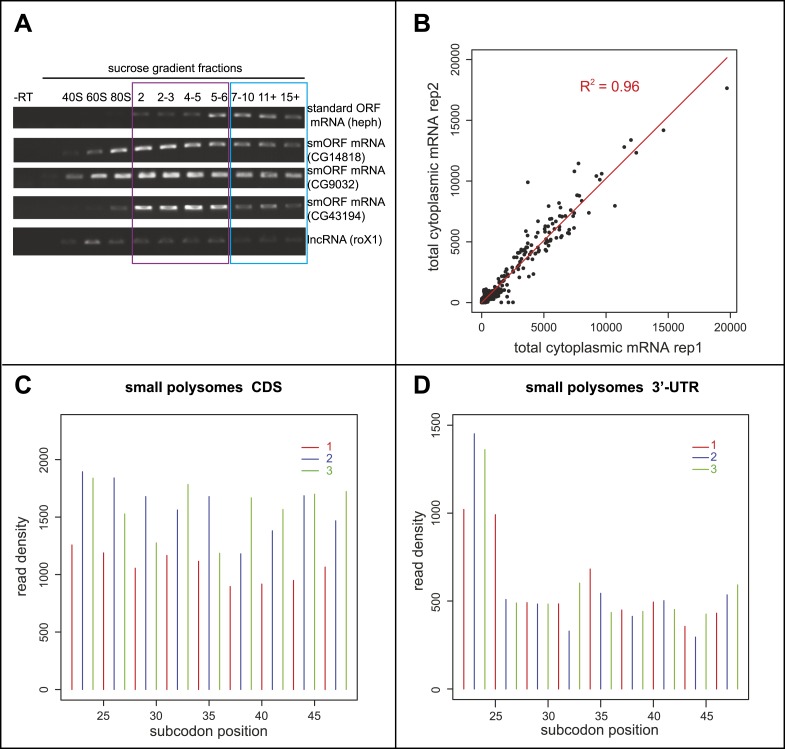
Poly-Ribo-Seq of small and large polysomes. (**A**) RT-PCR of RNA recovered from sucrose gradient fractions for one standard ORF mRNA (heph), three annotated smORF mRNAs (CG14818, CG9032, and CG43194) and one long non-coding RNA (roX1), with -RT control. Fractions corresponding to small (purple, 2-6 ribosomes) and large (blue, 7 or more ribosomes) polysomes are indicated. (**B**) Read densities (RPKM) from two biological replicates of the total cytoplasmic mRNA control exhibit very high correlation (R^2^ = 0.96). (**C** and **D**) Read density plots showing phasing of ribosome footprinting reads in triplets corresponding to codons in CDS (**C**) and an absence of triplet phasing in 3′-UTRs (**D**) (small polysome data). **DOI:** http://dx.doi.org/10.7554/eLife.03528.005

**Figure 1—figure supplement 2.**
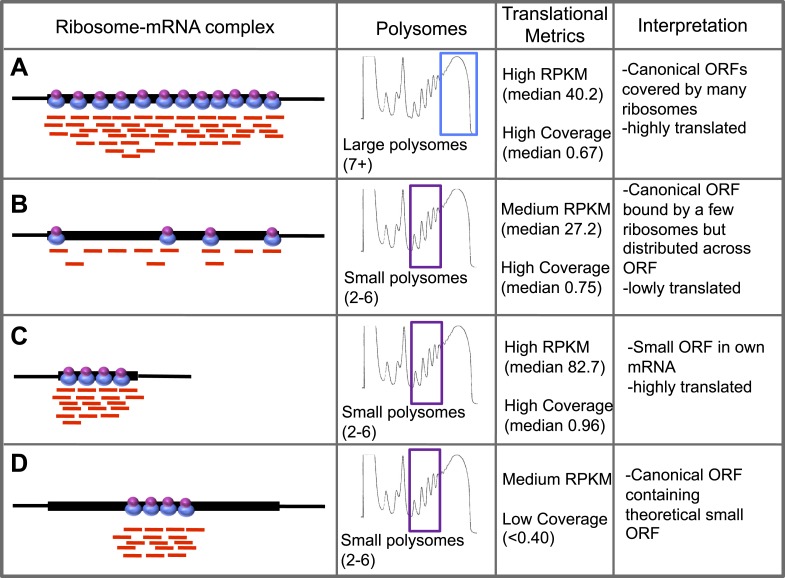
Schematic interpretation of Poly-Ribo-Seq. Schematic summary of characterised (**A**–**C**) and theoretical (**D**) translation scenarios. Diagrams of ribosome–mRNA complexes are shown along with the polysome fraction in which it is detected, translational metrics and interpretation of this information, for (**A**–**C**) long canonical ORFs, (**C**) smORFs, and (**D**) canonical ORF containing a theoretical small ORF. **DOI:** http://dx.doi.org/10.7554/eLife.03528.006

### Development of ‘Poly-Ribo-Seq’, ribosome profiling of polysome fractions

Given the controversy over ribosome footprinting on lncRNAs (Chew et al., 2013; Guttman et al., 2013), we wanted to improve upon the ribosome profiling method to ensure that the RNAs, on which ribosome footprinting occurs, are undergoing active translation. That is to say they are engaged by polysomes rather than just bound by sporadic, putatively non-productive single ribosomes or ribosomal subunits. We therefore developed an approach for performing ribosome profiling on polysome complexes, using a modified ribosome footprinting method. Polysomal fractionation was used to separate RNAs, depending on the number and type of ribosomes bound to them (Figure 1B). In this way, mRNAs bound by multiple ribosomes and hence actively translated can be isolated and distinguished from mRNAs bound by non-productive 80S ribosomes. This biochemically purified material was then subjected to ribosome profiling, in which the footprinting reaction was optimized for profiling purified polysomal fractions rather than all ribosome-mRNA complexes.

To specifically enrich for actively translating single smORF-containing mRNAs, over canonical protein-coding mRNAs, we took advantage of the limited space within a smORF (≤303 nt) for ribosomes to be bound. Ribosomes have been reported to reach densities of 1 ribosome every 80 nt (Arava et al., 2003), therefore on a smORF the maximum number of ribosomes associated would be five ribosomes (one at the start codon and one every 80 nt). Although RT-PCR of polysome sucrose gradient fractions confirmed that smORF mRNAs were enriched in small polysomes compared to large polysomes (Figure 1—figure supplement 1A), it suggested that *Drosophila* smORFs can be bound by up to six ribosomes, perhaps reflecting a tighter packing of ribosomes. We therefore chose to isolate polysomal fractions containing 2–6 ribosomes/mRNA to enrich for smORFs. These small polysomes can also contain mRNAs for canonical longer ORFs, which would be not fully covered by ribosomes and hence translated at less than maximum level (Figure 1—figure supplement 2).

We subjected both small and large polysomal fractions to ribosome profiling separately and performed RNAseq on the total cytoplasmic mRNA as a control (Figure 1—figure supplement 1B). 

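S2 cells are a Drosophila cell line of embryonic origin. Ribosome footprints were sequenced from small polysomes (2 to 6 ribosomes per mRNA) and from large polysomes (7 or more), later from a biological replicate of the small polysomes at greater depth (small polysomes extensive) and from all polysomes after rRNA depletion. Each of these 4 footprint libraries has 1 sample, so only the small polysomes have a replicate, and no spread between replicates can be given for the others. The mRNA control is 1 sample. The authors aligned the footprints with TopHat, kept unique matches, and gave for each ORF the read density as RPKM and the fraction of the ORF that footprints cover. In the RPKM values of annotated CDSs all densities above 0 are whole multiples of what 1 read is worth. The divisors these steps give are, rounded down, the mapped reads that Supplementary file 1A lists: 5498415 for small polysomes, 2625211 for large polysomes, 3190896 for all polysomes and 9160610 for the extensive library. For mRNA the file lists libraries of 2006335 and 2559302 mapped reads, and the divisor lies near their sum, so the mRNA values appear to pool both. From the densities, reads per ORF were computed back, TE was computed as footprint RPKM over mRNA RPKM, and an ORF with an mRNA RPKM above 0 was taken as transcribed. The authors' test of mRNA expression against a randomised genomic background was not repeated, which can change the number of transcribed ORFs. Each ORF of the deposited tables was counted, so an ORF listed under several transcripts counts several times, and for some of the counts the number of distinct genomic intervals is also given.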

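Counted over the longest CDS of each gene, 2841439 footprints lay in CDSs in the small polysome library and 1890520 in the large polysome library. These are 75.8% and 79.7% of the uniquely matching reads that Supplementary file 1A lists for these libraries. For the rRNA-depleted library the share is 78.5%, and for the extensive small polysome library it is 71.7%. Reads in other CDSs of the same gene are left out of these sums.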

Our ‘Poly-Ribo-Seq’ captured regions of active translation as ∼80% of reads mapped to coding sequences of canonical protein-coding genes (Supplementary file 1A) with read densities dropping off before the start and after stop codons (Figure 1C). To quantify the translation of individual coding sequences we considered two metrics: (1) the ribosomal density in the ORF (expressed as RPKM) (Ingolia et al., 2009) and (2) coverage of the ORF by ribosome footprints (0–1). This metric indicates whether ribosomes bind across the ORF or just in a small fragment of it, which could be due to overlapping or internal ORFs (Figure 1—figure supplement 2). To be considered translated, we required ribosome densities to be at least 11.8 RPKM and footprint coverage of the ORF to be at least 0.57, which are above the 90th percentile of the values we obtained for the 3′-UTRs from canonical coding mRNAs (see ‘Materials and methods’ for a full explanation of filters and cut-offs). These cut-offs are more stringent than previous ribosomal profiling experiments and standard RNAseq practice, and their combination should provide robust identification of transcripts that undergo active translation. 

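What the requirements on density, coverage and reads ask of an ORF depends on its length and on the library. In an ORF of 60 nt, 5 reads are worth 15.2 RPKM in small polysomes, 31.7 RPKM in large polysomes, 26.1 RPKM in all polysomes and 9.10 RPKM in the extensive library. In an ORF of 240 nt the same 5 reads are worth 3.79, 7.94, 6.53 and 2.27 RPKM. The read minimum is therefore the stricter requirement on density below 77.1 nt in small polysomes, 161 nt in large polysomes, 133 nt in all polysomes and 46.3 nt in the extensive library. Above these lengths the RPKM cut-off is the stricter one.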

To overcome the possible dependence of ribosome density on RNAseq efficiency or transcript abundance (Guttman et al., 2013), we also used the relative metric known as translational efficiency (TE), which is the RPKM of ribosome footprints/RPKM of total mRNA control reads (Ingolia et al., 2009). We observed that the median TE of all annotated protein-coding transcripts was significantly higher in CDSs compared to 5′- and 3′-UTRs (Figure 1D) indicating that ‘Poly-Ribo-Seq’ defines regions of active translation. As previously reported for ribosomal profiling, we observe triplet phasing in the mapping of our Poly-Ribo-Seq reads (Figure 1—figure supplement 1C), reflecting the positioning of ribosomes on codons, which is not globally seen in UTRs (Figure 1—figure supplement 1D).

### Poly-Ribo-Seq detects smORF translation

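Across 28285 annotated CDSs with values, footprint RPKM in small and large polysomes had a Pearson R2 of 0.444 (95% interval 0.436 to 0.453). The correlation is across CDSs, which are not independent replicates. It moved most with the restriction to annotated smORFs, where it was 0.885, and on the scale of log2(RPKM + 1) it was 0.884. Without the 20 CDSs that were among the 10 highest of either library, R2 was 0.498.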

Small and large polysomes showed a marked difference in genome-wide ribosomal densities (Figure 2A), suggesting that these two fractions contain mRNAs translated at different levels. Small polysomes contain mRNAs encoding long ORFs, but these have lower TE than when isolated from large polysomes (Table 2), confirming that they were bound by fewer ribosomes. 

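The median TE of 19419 transcribed standard ORFs was 0.781 in small polysomes (95% binomial order-statistic interval 0.770 to 0.795) and 1.06 in large polysomes (1.05 to 1.08). The ratio of the medians was 0.735, with bounds of 0.715 and 0.760 from the limits of both intervals. With the extensive small polysome library in place of the initial one, the ratio was 0.911. The densities behind these ratios are unique reads over all mapped reads. Reads on the longest CDS of each gene made up 51.7% of mapped reads in small and 72.0% in large polysomes. Of unique reads they made up 75.8% and 79.7%. A divisor of unique reads would therefore raise the ratio of 0.735, by an amount that was not computed. Intervals cover the spread across ORFs only, since no fraction but the small polysomes was sequenced again.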

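In small polysomes 314 annotated smORFs passed the cut-offs, and in large polysomes 185. Counted as distinct genomic intervals, these were 213 and 118 smORFs, a ratio of 1.81. The counts moved most with one count per gene, to 202 and 112. Of the 118 intervals, 117 also passed in small polysomes. The remaining one is Eip71CD-RC, of 82 aa, on chromosome 3L from 15504219 to 15505469. It had 49.0 RPKM from 32 reads in large polysomes and 9.50 RPKM from 13 reads in small polysomes, with a coverage of 0.735 and 0.578, and it passed in the extensive small polysome library with 20.6 RPKM from 47 reads. The highest smORF densities in small polysomes were those of Nplp2 (chromosome 3L, 13349699 to 13350197, 5130 RPKM) and RpL37a (chromosome X, 15032804 to 15033287, 4259 RPKM). In large polysomes these had 1874 and 1065 RPKM.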

As intended, Poly-Ribo-Seq detected smORFs with translation signatures, and these were enriched in small polysomes, which contained double the number and all of the smORFs detected in large polysomes (Figure 2C). 

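Among 469 transcribed annotated smORFs, the median TE in large polysomes was 0.25 (95% interval 0.228 to 0.283), and 23.9% had no footprint there. Random lists of as many standard ORFs, matched on mRNA density in 20 bins and drawn 10000 times, had a median TE of 1.01 in large polysomes, with the central 95% between 0.931 and 1.09. The smORF median lay below every list, which describes these libraries and is not a test across replicates.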

The low smORF TE values in large polysomes are similarly consistent with low levels of smORF mRNAs being present in large polysomal complexes. However, the TE of smORFs from small polysomes is similar to the TE of long ORFs from large polysomes, indicating that smORFs can be translated at similar levels to standard protein-coding ORFs (Table 2; Figure 1—figure supplement 2).

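In small polysomes the median TE of the 469 annotated smORFs was 1.11 (95% interval 1.04 to 1.17), 4.42 times their median in large polysomes. Divided by the median of standard ORFs in large polysomes it gave 1.04, with bounds of 0.969 and 1.12. With mapped reads as divisor, the difference between these medians was thus within their intervals. A divisor of unique reads would raise this ratio, by an amount that was not computed, so the similarity depends on the divisor. Among the settings tried, the ratio moved most with the extensive small polysome library in place of the initial one, to 1.25. Expression-matched lists of standard ORFs had a median TE of 0.750 in small polysomes, and none reached the smORF median. From the similar TE of smORFs in small and long ORFs in large polysomes, the paper reasons that smORFs can reach the translation levels of standard protein-coding ORFs.

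**Figure D1:**
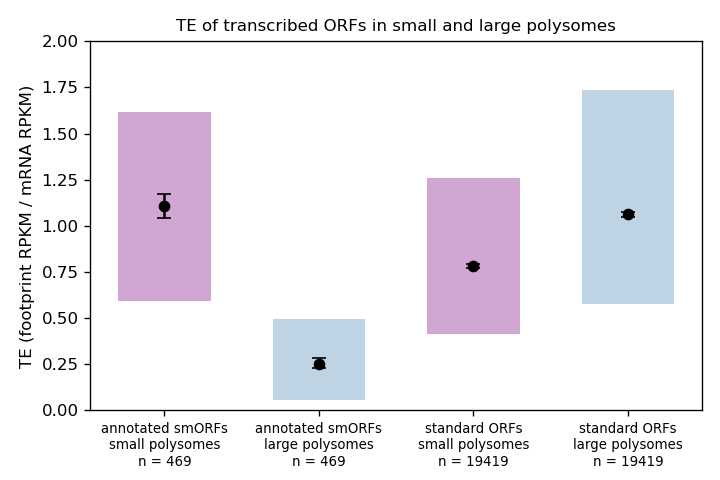
TE (footprint RPKM over mRNA RPKM) of transcribed annotated smORFs and standard ORFs in small polysomes (purple) and large polysomes (blue). Boxes span the quartiles, and points with bars are medians with 95% intervals; the smORF median is 1.11 in small and 0.25 in large polysomes.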

**Figure 2.**
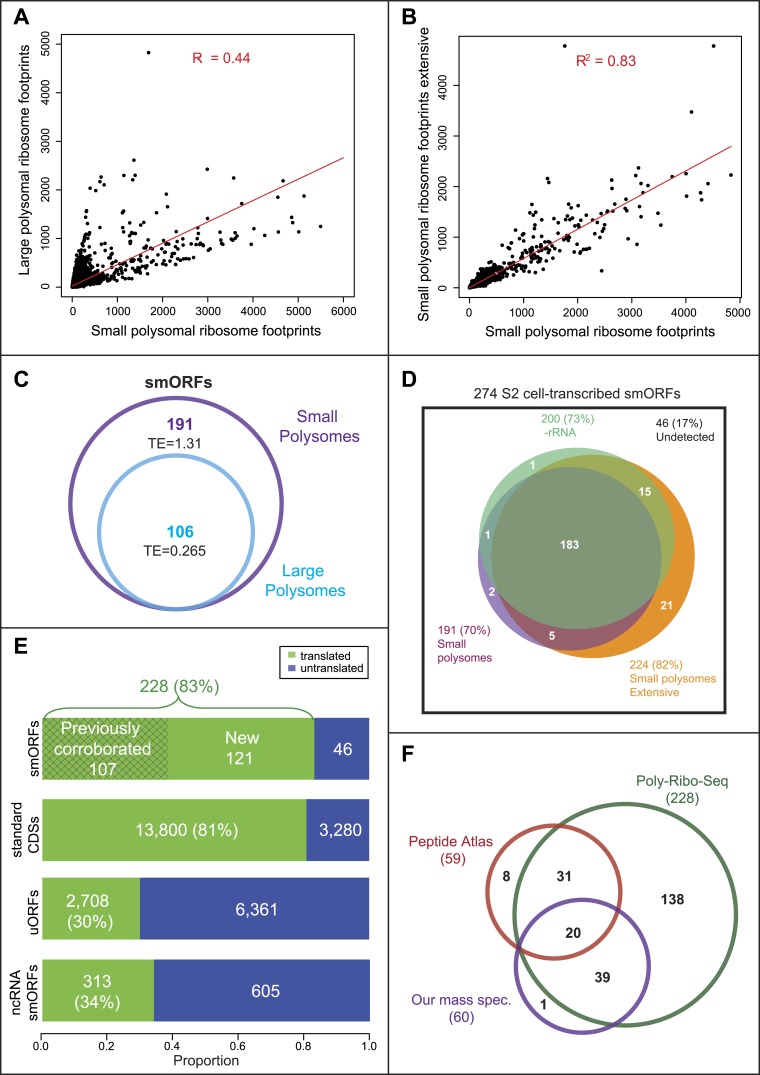
Poly-Ribo-Seq reveals translation of smORFs. (**A**) Ribosome footprinting densities (RPKM) from small polysomes correlate poorly with large polysomes (whereas two replicates of total cytoplasmic mRNA controls do, see Figure 1—figure supplement 1B). (**B**) Ribosome footprinting densities (RPKM) from small polysomes correlate highly between two biological replicates (R^2^ = 0.83). (**C**) All 106 smORFs detected in large polysomes (blue) were also present in the 191 detected in small polysomes (purple). smORF footprints are much more abundant in small polysomes, as indicated by a higher TE value. (**D**) High coincidence of annotated smORFs detected as translated in three different Poly-Ribo-Seq experiments. Small polysome extensive experiment probes most deeply with 224 smORFs detected as translated (small polysomes: purple, small polysomes extensive: yellow, -rRNA: turquoise). (**E**) Numbers and proportions of transcribed ORFs, which are translated, according to Poly-Ribo-Seq data (translated: green, untranslated: blue). The proportion of annotated smORFs translated is similar to that of standard CDSs. 121 annotated smORFs are newly detected as translated, plus 2708 uORFs and 313 smORFs from ncRNAs. (**F**) Venn diagram showing overlap between Poly-Ribo-Seq (dark green), our mass spectrometry experiments (purple) and Peptide Atlas proteomic data (red). **DOI:** http://dx.doi.org/10.7554/eLife.03528.007

**Figure 2—figure supplement 1.**
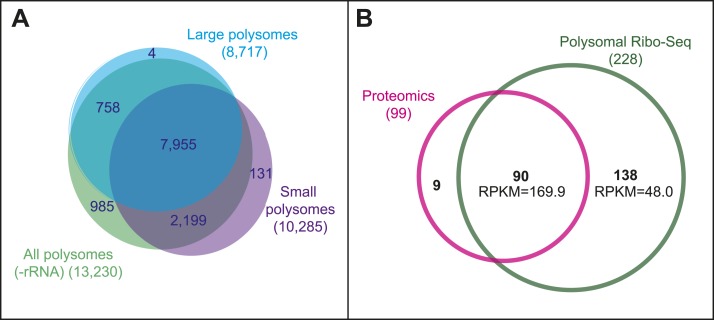
Poly-Ribo-Seq reveals translation of smORFs. (**A**) Results of Poly-Ribo-Seq experiments with all (-rRNA: turquoise), large (blue), and small (purple) polysomes showing the number of canonical protein-coding ORFs (longer than 100 aa) translated and the overlap between experiments. (**B**) Venn diagram showing the overlap in the detection of translation between Poly-Ribo-Seq (dark green) and proteomic experiments (pink). Median RPKMs from Poly-Ribo-Seq are indicated. **DOI:** http://dx.doi.org/10.7554/eLife.03528.008

**Table 2.** Summary of median TEs **DOI:** http://dx.doi.org/10.7554/eLife.03528.009

Median TE	Small polysomes	Large polysomes
Annotated smORFs	1.131	0.265
standard ORFs	0.829	1.110
5′-UTR	0.355	0.566
3′-UTR	0.162	0.196
uORFs	0.276	0.347
ncRNA smORFs	0.384	0.000

Median translational efficiency for ORFs in small and large polysomal fractions.

Altogether 191 annotated smORFs passed the cut-off values to be deemed translated in this initial Poly-Ribo-Seq experiment. This is ∼70% of the smORFs transcribed in S2 cells in the total mRNA controls (Figure 2D, small polysomes). 

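Of the 469 transcribed annotated smORFs, 67.0% were translated in the initial small polysome library (95% Wilson interval 62.6% to 71.1%). Over 331 distinct intervals the share was 64.4%. The share moved most with the mRNA level that counts as transcribed: at 5 RPKM or more it was 80.7% of 389 smORFs.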

To ensure that initial Poly-Ribo-Seq experiments sequenced to an adequate depth and to potentially extend the catalogue of translated smORFs, we repeated the experiment but exclusively sequenced small polysomes. This extensive small polysome profiling yielded nearly four times the number ORF-mapping reads obtained in the previous small polysome profiling (Supplementary file 1A) and detected translation of 224 smORFs (Figure 2D) expanding the number from both experiments to 227, which is 83% of smORFs we observed transcribed in S2 cells (Figure 2E). 

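In the extensive library 358 annotated smORFs were translated, or 247 distinct intervals. Together with the initial small polysome library this gave 363, which is 77.4% of the transcribed smORFs, or 250 distinct intervals, which is 75.5% of the transcribed ones. Reads on the longest CDS of each gene numbered 5834380, which is 2.05 times those of the initial library. The number of translated distinct smORFs rose 1.16-fold between the libraries, against 1.21-fold for standard ORFs and 2.22-fold for ncRNA smORFs.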

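Footprint RPKM in the initial and the extensive small polysome libraries had an R2 of 0.828 across the same CDSs (95% interval 0.825 to 0.832). The squared Spearman correlation was 0.942. Annotated smORFs alone, 1221 CDSs with values, had an R2 of 0.649. Leaving out 16 CDSs, those among the 10 highest of either library, gave 0.873.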

The genome-wide distribution of ribosome densities in two independent Poly-Ribo-Seq experiments was strongly correlated (R^2^ = 0.83), suggesting that Poly-Ribo-Seq is highly reproducible (Figure 2B).

The majority of reads in both our experiments and previous ribosomal profiling consist of rRNA sequences released during footprinting (Supplementary file 1A; Ingolia et al., 2011). This reduces the depth of profiling and could preclude the detection of further smORFs. Therefore, we designed rRNA-depletion beads for use during footprint extraction (‘Materials and methods’, Supplementary file 2), which produced a marked improvement in the ratio of reads mapping to mRNAs (Supplementary file 1A) and increased the total number of ORFs detected (Figure 2—figure supplement 1A, −rRNA) but only expanded our overall catalogue of putatively translated smORFs by one (Figure 2D). 

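After removal of rRNA and tRNA reads, Supplementary file 1A leaves 32.5% of the clipped reads in the rRNA-depleted library, 6.66% in the initial small polysome library, 6.05% in the large polysome library and 10.6% in the extensive library. In the rRNA-depleted library 13106 standard ORFs were translated, compared with 10166 in small and 8638 in large polysomes. That library holds all polysomes and the others a single fraction each, so the difference cannot be assigned to the depletion. Of the 13106, 1453 passed in neither small polysome library. For annotated smORFs the rRNA-depleted library had 324 translated ORFs, of which 1 passed in neither small polysome library.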

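Annotated smORFs translated in at least 1 of the 3 experiments numbered 364, and 302 of them (83.0%) passed in each. Over distinct intervals, 203 of 251 (80.9%) did so. Among these intervals, 2 passed only in the initial small polysome library, 24 only in the extensive library and 1 only in the rRNA-depleted library. The same overlap was 69.4% for distinct standard ORFs, 28.2% for ncRNA smORFs and 22.1% for uORFs.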

The results of the three independent experiments are highly overlapping as 80% of putative translated smORFs were detected in all three data sets (Figure 2D). By combining the three experiments, we provide evidence that 228 smORFs are translated out of 274 transcribed in S2 cells (83%), which is very similar to the proportion of standard length protein-coding ORFs translated (81%) (Figure 2E). These similar proportions may indicate the extent of translational regulation in S2 cells. 

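Of transcribed annotated smORFs, 77.6% were translated in at least 1 of these experiments (95% Wilson interval 73.6% to 81.2%), and of transcribed standard ORFs 70.4% (69.7% to 71.0%), which is 13669 of 19419. The intervals do not overlap. With an mRNA density of at least 1 RPKM the shares were 81.4% and 80.8%, and at 5 RPKM or more they were 90.7% and 90.4%. Standard ORFs drawn at random to match the mRNA densities of the smORFs had a median share of 77.2%, and the central 95% of 10000 such lists lay between 74.8% and 79.3%. The smORF share was at percentile 64.8 of these lists. From the similar proportions the paper proposes that they may show the extent of translational regulation in S2 cells.

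**Figure D2:**
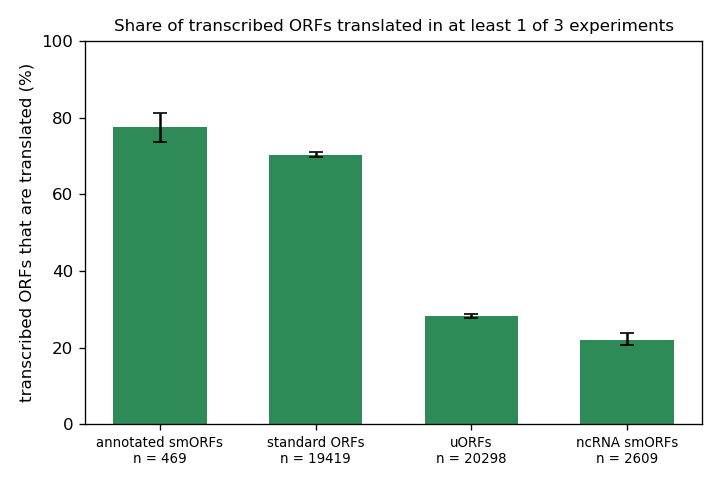
Percentage of transcribed ORFs of each class that passed the cut-offs in at least 1 of the 3 experiments. Bars are shares of the ORFs with an mRNA RPKM above 0 and lines are 95% Wilson intervals; annotated smORFs stand at 77.6% and standard ORFs at 70.4%.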

Altogether this data almost doubles the previous repertoire of translated smORFs in *Drosophila* from 164 to 285 (164 previously corroborated [Figure 1A] and 121 new translated smORFs).

### Validation of smORF translation

The high overlap of our experiments suggests that the results do not arise from artefactual random sampling of smORFs, but most likely from the detection of the bona-fide population of annotated smORFs translated in S2 cells. To confirm this and independently validate our data, we compared our results with peptidomics data (Peptide Atlas, Brunner et al., 2007). Poly-Ribo-Seq increases nearly fourfold the number of smORFs with evidence of translation in S2 cells from 59 (Peptide Atlas) to 228 (Poly-Ribo-Seq). Poly-Ribo-Seq detects 86% of smORFs with Peptide Atlas evidence in S2 cells (51 out of 59 smORFs; Figure 2F), whilst only 8 smORFs, which have Peptide Atlas evidence are not shown to be translated by Poly-Ribo-Seq.

Detection of small peptides requires specific peptidomic methods (Boerjan et al., 2010; Slavoff et al., 2013), and this could have limited the number of smORF peptides detected in the generic proteomic experiments of Peptide Atlas. Therefore, we specifically searched for smORF peptides by performing mass spectrometry on two biological replicates of S2 cells after gel purifying small proteins 5 to 15 KDa in size, which corresponds to peptides predicted to be 45 to 130 aa in length. We detected a total of 60 annotated smORF peptides, of which 40 are not detected in Peptide Atlas S2 data sets (Figure 2F), thus bringing the combined pool of smORFs peptides detected by proteomics in S2 cells to 99 (Figure 2—figure supplement 1B). Despite this increase, Poly-Ribo-Seq was still more extensive. Poly-Ribo-Seq revealed 228 smORFs as translated, including 90 of the 99 in the combined proteomics pool (Figure 2—figure supplement 1B), and 59 of the 60 peptides detected by us (Figure 2F). The Poly-Ribo-Seq RPKM values of smORFs detected by peptidomics are over three times as high as those that are not (Figure 2—figure supplement 1B), suggesting that mass spectrometry detects peptides arising from the most highly translated smORFs, as also observed by other authors (Brunner et al., 2007; Bazzini et al., 2014).

To further validate the results of our smORF Poly-Ribo-Seq, we designed a peptide-tagging transfection assay. smORF coding sequences were tagged with a C-terminal FLAG tag lacking its own start codon. The constructs contained the full smORF 5′-UTR (which includes the Kozak and other sequences regulating translation [Kozak, 2005]) (Figure 3—figure supplement 1A). The resulting construct was transfected into S2 cells, where any FLAG signal would therefore be the result of smORF translation (Figure 3—figure supplement 1A,B). 

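The 12 tagged smORFs CG32230, CG14482, CG44242, CG7630, CG33199, CG32582, CG12384, CG33774, CG33170, CG34200, CG32267 and CG33155 spanned densities from 19.4 to 702 RPKM and TEs from 0.747 to 3.05 in the initial small polysome library. All had a lower TE in large polysomes. In small polysomes 11 passed the cut-offs, in large polysomes 10, in the rRNA-depleted library 11 and in the extensive library 12. CG32582 (chromosome X, 15730328 to 15730486, a single exon) had a coverage of 0.314 from 17 reads in the initial and of 0.572 from 24 reads in the extensive library. It had 1 read in large polysomes and no footprint in the rRNA-depleted library. CG7630 (chromosome 3L, 17418695 to 17419295) had the highest density of the group in the initial library, and CG32230 (chromosome 3L, 23332535 to 23334619) had the highest TE there and the highest density in the extensive library, 960 RPKM. CG33155 (chromosome 2R, 9842922 to 9843104) rose from 33.8 RPKM and a coverage of 0.639 in the initial library to 109 RPKM and 0.923 in the extensive one.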

Transfection and staining of S2 cells with these FLAG-tagged smORFs confirmed the translation of all 12 smORFs tested, which exhibit a range of translational indicators (Figure 3A,B; Table 3) and peptidomics evidence, indicating that even lower levels of translation can give rise to smORF peptides detectable by this tagging method. Immunoblotting confirmed the expected sizes of the tagged peptides (Figure 3—figure supplement 1C). Tagged peptides exhibit distinct subcellular localisations, which are suggestive of different peptide functions (Figure 3A,B; Table 3). Six smORFs display a reticular distribution resembling mitochondria, an inference supported by their co-localization with the mitochondrial marker Mitotracker Red (Figure 3A and Figure 3—figure supplement 1D,E; Table 3) and the available information from homologues of two ‘corroborated’ smORFs in this group, CG32230 and CG14482 (Tripoli et al., 2005). Six smORFs exhibited other types of anisotropic cytoplasmic localisation, similarly to ER-expressed Sarcolamban smORF (Magny et al., 2013), indicating that they may localise to other cytoplasmic compartments (Figure 3B and Figure 3—figure supplement 1D,E; Table 3).

**Figure 3.**
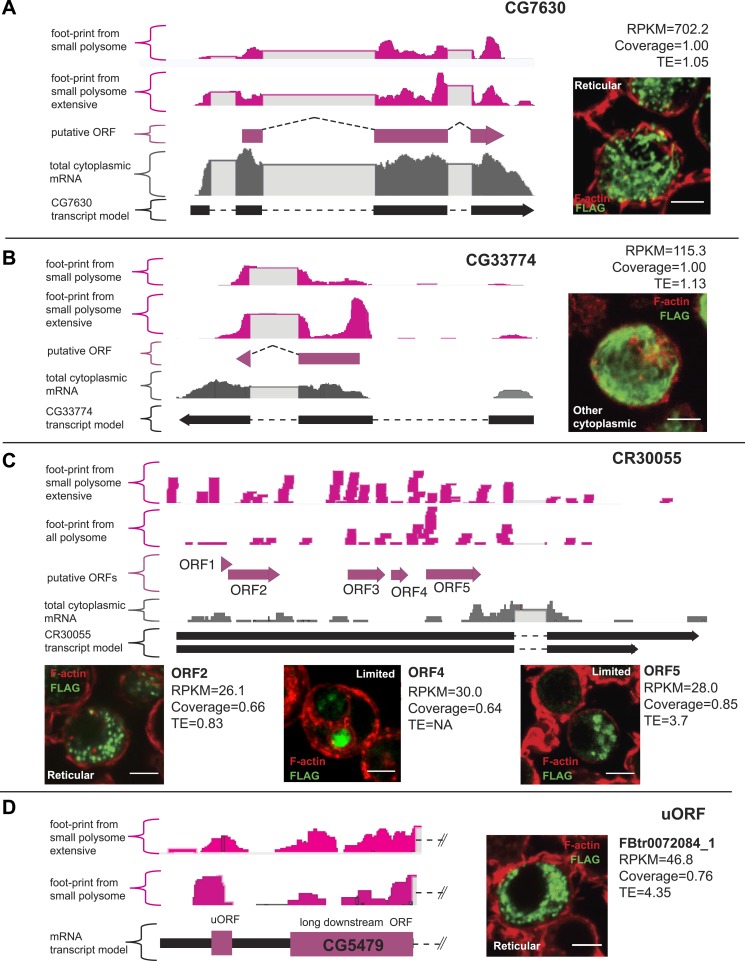
Validation of smORF translation by tagging assay. (**A**–**D**) Ribosome footprints from small polysomes (pink) and mRNA reads (grey) mapped to smORFs, along with transcript and ORF models of (**A**) CG7630, (**B**) CG33774, (**C**) CR30055 (ncRNA), and (**D**) FBtr0072084_1 (uORF). Corresponding transfection assays in S2 cells are shown (FLAG antibody: green, F-actin stained with phalloidin: red, scale bars = 5 μm) together with Poly-Ribo-Seq metrics (RPKM, coverage and TE). Distribution of each peptide (reticular, other cytoplasmic or limited) is indicated. **DOI:** http://dx.doi.org/10.7554/eLife.03528.010

**Figure 3—figure supplement 1.**
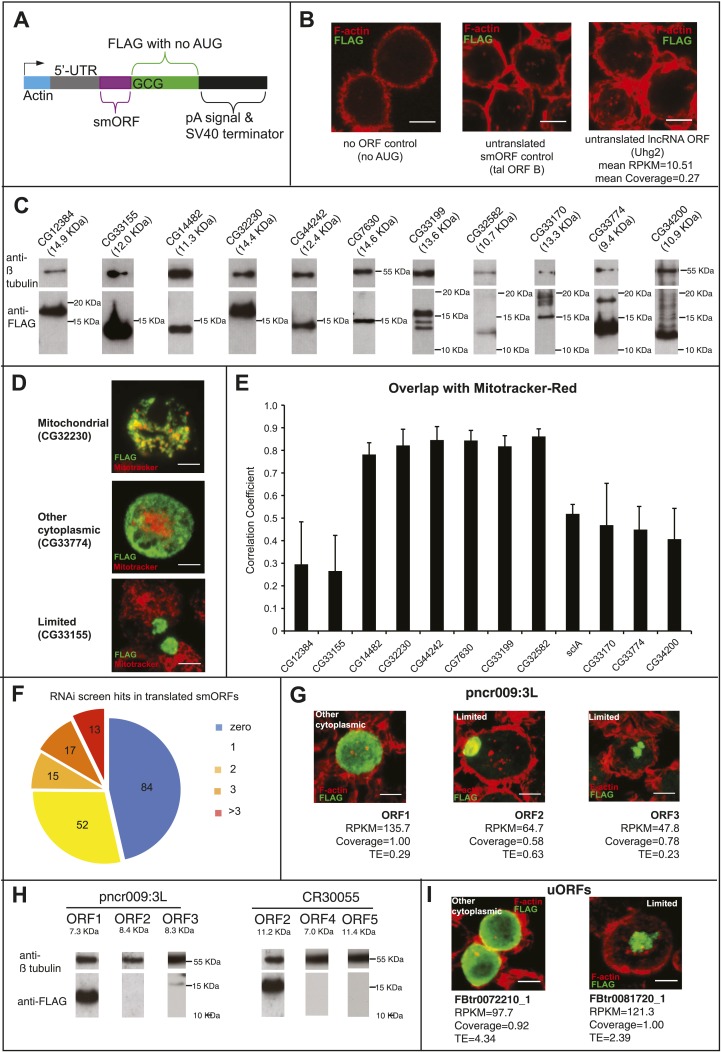
Validation of smORF translation by tagging assay. (**A**) Schematic of the transfection construct into which smORF 5′-UTRs and ORFs (no stop codon) were cloned under the Actin promoter, such as to be fused in frame to a C-terminal FLAG tag, with its own AUG start codon mutated to GCG. (**B**) Transfection negative controls, plasmid with no ORF (nor AUG), plasmid with the full-length *tal* transcript (minus 3′-UTR) with ORF-B tagged with FLAG, which has previously been shown not to be translated (Galindo et al., 2007), and a plasmid containing a putative smORF that is transcribed but not translated according to our Poly-Ribo-Seq (Uhg2-ORF1). (**C**) Immunoblot showing translation of FLAG-tagged smORFs (Table 3) corresponding to predicted sizes, along with β- tubulin loading control. (**D**) Different subcellular localisations of FLAG-tagged smORFs (green) corroborated by double staining with Mitotracker Red (red): “mitochondrial”, “other cytoplasmic” and “limited” (scale bar = 5 μm). (**E**) Correlation analysis of colocalisation between FLAG-tagged smORF peptides and Mitotracker Red, error bars represent SD from three experiments. (**F**) 50% of S2-cell translated smORFs show function in previous RNAi screens (Flymine). (**G**) Translation of FLAG-tagged pncr009:3L (ncRNA) ORFs 1, 2, and 3 in transfection assay with translational metric values shown (FLAG antibody: green, F-actin stained with phalloidin: red, scale bars = 5 μm). (**H**) Immunoblot showing detection of FLAG-tagged ORFs from pncr009:3L and CR30055 with predicted sizes (Table 4), along with β-tubulin loading control. (**I**) Translation of FLAG-tagged uORFs FBtr0072210_1 and FBtr0081720_1 in transfection assays with translational metric values shown (FLAG antibody: green, F-actin stained with phalloidin: red, scale bars = 5 μm). **DOI:** http://dx.doi.org/10.7554/eLife.03528.011

**Figure 3—figure supplement 2.**
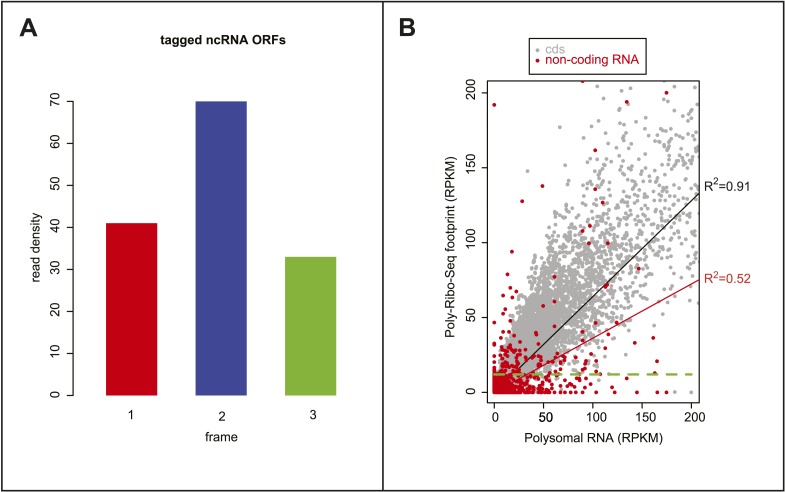
Poly-Ribo-Seq reveals translation of ORFs in ncRNAs. (**A**) Read density plot showing phasing of ribosome footprinting reads in the frame of smORFs within CR30055 and pncr009:3L detected as translated and confirmed by FLAG immunofluorescence translation assay. (**B**) Correlation of reads obtained by ORFs after Poly-Ribo-Seq (y axis) with reads obtained by sequencing of polysomal fractions before ribosome footprinting (x axis). The correlation is much stronger for canonical long ORFs and putative smORFs (grey) than for ncRNA ORFs (red). Many ncRNA ORFs below the 11.8 RPKM cut-off used to ascertain translation (green dotted line) can show association with polysomes (high Polysomal RNA RPKM), thus translation of ORFs in ncRNAs does not simply stem from non-coding association with polysomes. **DOI:** http://dx.doi.org/10.7554/eLife.03528.012

**Table 3.** Summary of tagged annotated smORFs **DOI:** http://dx.doi.org/10.7554/eLife.03528.013

	Localization	Peptidomic evidence	# aa	RPKM	Coverage	TE	Phast Cons
**CG32230**	**Mitochondrial**	**Yes**	**83**	**539.2**	**1.00**	**3.05**	**0.54**
**CG14482**	**Mitochondrial**	**Yes**	**57**	**600.0**	**1.00**	**1.09**	**0.72**
CG44242	Mitochondrial	Yes	70	152.9	0.97	1.75	0.66
CG7630	Mitochondrial	Yes	90	702.2	1.00	1.05	0.64
CG33199	Mitochondrial	No	79	95.5	1.00	1.17	0.59
CG32582	Mitochondrial	No	52	16.5	0.57	2.82	0.51
**sclA**	**Other cytoplasmic**	**NA**	**28**	**NA**	**NA**	**NA**	**NA**
**CG12384**	**Other cytoplasmic**	**Yes**	**96**	**205.6**	**1.00**	**1.37**	**0.71**
CG33774	Other cytoplasmic	No	40	115.3	1.00	1.13	0.73
CG33170	Other cytoplasmic	No	71	84.2	0.84	0.75	0.60
CG34200	Limited	Yes	52	331.7	1.00	1.66	0.54
CG32267	Limited	Yes	49	82.5	0.97	1.13	0.70
CG33155	Limited	No	60	33.8	0.64	0.88	0.67
tal-B	None	NA	49	NA	NA	NA	NA

Details of the Poly-Ribo-Seq and transfection translation assay results for the FLAG-tagged smORFs, with RPKM, coverage and TE values. Previously corroborated smORFs (according to Figure 1A) are in bold. Scl is a positive control and tal-B is a negative control, but both are not endogenously transcribed in S2 cells, hence ‘NA’ Polysomal Ribo-Seq metrics and Peptidomic evidence.

The putative functionality of smORF peptides is further supported by over half of the translated smORFs having revealed a function in high-throughput S2 cell RNAi screens in previous studies (Schmidt et al., 2012; Figure 3—figure supplement 1F). The biological relevance of smORFs is also implied by the transcription of 196 of these translated smORFs in embryos (Supplementary file 1B). 88 of these smORFs are transcribed throughout the whole of embryogenesis, which might be indicative of a basic cellular or housekeeping role, whereas 47 have stage-specific expression, perhaps indicative of a developmental role.

### Other sources of smORFs

Non-annotated smORFs were also scrutinized by Poly-Ribo-Seq. Many putative ncRNAs have been annotated as such because no long ORFs have been detected, but they can still contain smORFs. We looked for evidence of translation in 6438 ORFs that initiate with an AUG start codon within ncRNAs. Our total cytoplasmic mRNA data indicate that 125 ncRNA transcripts (containing 918 different ORFs) are transcribed and present in the cytoplasm of S2 cells. 

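The tables list 8095 ORFs in 982 ncRNA transcripts, which are 6436 distinct intervals. Some of these ORFs are longer than 100 aa and are included in the counts of ncRNA smORFs. An mRNA RPKM above 0 was found for 2609 of the 8095 ORFs, in 216 transcripts, or for 1802 distinct intervals. Raising the limit to 1 RPKM left 1487 ORFs, and 5 RPKM left 586. For ncRNA ORFs the mRNA density is that of the transcript's exons, so all ORFs of a transcript share it. The 114 listed ORFs of roX1 had mRNA RPKMs of at most 0.887, and none was translated in any library.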

313 smORFs in these transcripts appear translated by Poly-Ribo-Seq (Figure 2E), but ncRNA smORFs behaved differently from protein-coding and smORF genes. 

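Of ncRNA smORFs, 313 were translated in small polysomes, 219 in large polysomes, 332 in the rRNA-depleted library and 543 in the extensive library. Counted as distinct intervals, these were 127, 69, 137 and 282 in the same order. At least 1 of the 3 experiments of the union detected 581 ORFs, in 96 transcripts and 61 genes. Of these ORFs 569 have fewer than 100 aa. Many are the same interval listed under several transcripts, and distinct intervals numbered 309. The extensive library alone accounted for 135 of those.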

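Among the 2609 transcribed ncRNA smORFs, 65.0% had no footprints in small polysomes and 78.8% had none in large polysomes, so the median TE was 0 in both. Restricted to ORFs with an mRNA density of at least 5 RPKM, the medians were 0.727 and 0.215. Restricted to ORFs translated in the respective fraction, they were 1.29 and 0.584. The extensive library gave a median of 0.419 over all transcribed ncRNA smORFs (95% interval 0.260 to 0.642), and 0 over distinct intervals.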

The median translation efficiency of these putative smORFs within ncRNA genes is lower than for canonical genes and annotated smORFs, and in fact is similar to UTRs (Table 2). In addition, we could not observe nor obtain peptidomics corroboration for the encoded peptides, and the FLAG signal is limited for the majority of such smORFs tested in the transfection assay (Figure 3C, Figure 3—figure supplement 1G). Yet a sizeable fraction (34%) of non-coding RNA smORFs displayed Poly-Ribo-Seq metrics above our cut-off values indicating translation (Figure 2E; Table 4) and some can display FLAG and Western blot signal similar to annotated smORFs (Figure 3C, Figure 3—figure supplement 1G,H; Table 4). 

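Of the 2609 transcribed ncRNA smORFs, 578 were translated in at least 1 experiment, a share of 22.2% (95% Wilson interval 20.6% to 23.8%). The share was 38.4% at an mRNA density of 1 RPKM or more, 64.7% at 5 RPKM or more and 17.0% over distinct intervals. With the extensive library left out of the union it was 14.7%. Counted per gene, 58 of 160 transcribed ncRNA genes (36.3%) held a translated ORF. The paper proposes that a proportion of these RNAs contain smORFs that are actively translated.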

Further, these positive-testing smORFs from non-coding RNAs show codon read-phasing (Figure 3—figure supplement 2A). These translation events do not necessarily represent ‘background’ translation of non-coding RNAs associated with polysomes. The comparison of ribosomal footprinting reads with reads resulting from the sequencing of RNA from polysomal fractions before footprinting (as in polysomal profiling) shows a high correlation for canonical coding sequences as expected (Smith et al., 2014), but not for non-coding RNAs, where high RNASeq polysomal counts do not necessarily result in significant footprinting (Figure 3—figure supplement 2B). Altogether, our results suggest that a proportion of these so-called non-coding RNA genes actually contain smORFs that are actively translated in S2 cells.

**Table 4.** Summary of tagged smORFs from non-coding RNAs and uORFs **DOI:** http://dx.doi.org/10.7554/eLife.03528.014

smORF	Localization	Peptidomic evidence	# aa	RPKM	Coverage	TE	PhastCons
pncr009:3L ORF1	Other cytoplasmic	No	21	135.7	1.00	0.29	0.44
pncr009:3L ORF2	Limited	No	30	64.7	0.58	0.63	0.49
pncr009:3L ORF3	Limited	No	33	47.8	0.78	0.23	0.59
CR30055 ORF1	Not tested	No	12	15.2	0.71	1.24	0.49
CR30055 ORF2	Mitochondrial	No	53	26.1	0.66	0.83	0.52
CR30055 ORF3	Not tested	No	36	54.6	0.85	2.90	0.55
CR30055 ORF4	Limited	No	17	30.0	0.64	NA	0.54
CR30055 ORF5	Limited	No	56	28.0	0.85	3.7	0.55
Uhg2-ORF 1	None	No	36	10.5	0.27	0.83	0.54
FBtr 0072084_1	Reticular	No	14	46.8	0.76	4.35	0.52
FBtr 0072210_1	Other cytoplasmic	No	13	97.7	0.92	4.34	0.48
FBtr 0081720_1	Limited	No	11	121.3	1.00	2.39	0.55

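Of the ORFs of CR30055 on chromosome 2R, ORF4 (8477402 to 8477452, 17 aa) passed in the initial small polysome library, with 21.4 RPKM from 6 reads. ORF1 had 15.2 RPKM there, from 3 reads. In the extensive library all of these ORFs, ORF1 to ORF5, passed, with 75.8, 26.1, 54.6, 30.0 and 27.9 RPKM in that order. Their transcript had an mRNA RPKM of 5.03. Uhg2-ORF1 (chromosome 2L, 9894386 to 9894667, 36 aa over 2 exons) passed in no library. It had 25.3 RPKM at a coverage of 0.226 in small polysomes and 8.09 RPKM at 0.585 in the extensive library. The ORFs of pncr009:3L were not analysed here.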

Details of the Poly-Ribo-Seq and transfection translation assay results for the FLAG-tagged smORFs translated from non-coding RNAs and uORFs, with RPKM, coverage and TE values.

Upstream short ORFs, or uORFs, have been described in more than 50% of annotated mammalian transcripts encoding canonical, long ORFs (Fritsch et al., 2012). We identified 14,881 uORFs with AUG start codons, within 11,587 5′-UTRs of 28,529 FlyBase annotated transcripts. 

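The deposited tables list 26468 uORFs in 11587 transcripts, and 14888 of them have distinct genomic coordinates. Of these transcripts 11021 could be paired with a gene by their FlyBase identifiers. A CDS on the same strand overlaps 13 of the listed uORFs.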

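For uORFs, as for ncRNA ORFs, the listed mRNA density is that of exons and not of the uORF alone. Which uORFs count as transcribed, and their TE, rest on it, whereas the paper's TE uses mRNA density in the feature. An mRNA RPKM above 0 was found for 20298 uORFs, or 11215 distinct intervals. In at least 1 of the 3 experiments 5743 uORFs were translated, or 2512 distinct intervals. The share translated was 28.3% of the transcribed uORFs (95% Wilson interval 27.7% to 28.9%) and 22.4% of the distinct intervals. Single experiments detected 2361 (small polysomes), 2006 (large polysomes), 3422 (rRNA-depleted) and 4541 uORFs (extensive). In the extensive library 1255 distinct uORFs have a coverage of at least 0.57 and are listed at 0 RPKM, so that they do not count as translated there.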

9069 of these uORFs were transcribed in S2 cells and of these 2708 (30%) are footprinted by ribosomes (Figure 2E). Similarly to smORFs in putative non-coding RNAs, translated uORFs display lower median TE than canonical ORFs and translated smORFs (Table 2), and they are not detected by peptidomics, altogether suggesting low abundance of the encoded peptides. However, tagging of uORFs can occasionally show similar signal to annotated smORFs (Figure 3D, Figure 3—figure supplement 1I).

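Over all transcribed uORFs the median TE was 0 in small and in large polysomes, since 64.9% and 68% are listed at 0 RPKM. Random lists of standard ORFs matched on mRNA density had a median TE of 0.806 in small polysomes. In that library 1111 distinct uORFs were listed at 0 RPKM though footprints covered them, beside 3396 with an RPKM above 0. The lists were not matched on length, and the median was 19 aa for all uORFs and 491 aa for all standard ORFs. The difference from 0.806 therefore cannot be read as a difference in translation alone. Among the uORFs that passed in at least 1 library the medians were 0.563 and 0.791, and among those that passed in the fraction itself they were 1.52 and 2.50.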

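FBtr0072084_1 (chromosome 2R, 19585672 to 19585713, 14 aa) had 90.9 RPKM at a coverage of 0.429 in small polysomes and 46.8 RPKM at 0.762 in the extensive library. It passed the cut-offs in the extensive and the rRNA-depleted libraries. FBtr0072210_1 (chromosome 2R, 19827222 to 19827260, 13 aa) had no footprint in the initial small polysome library and 97.7 RPKM from 10 reads in large polysomes, a TE of 4.50. It also passed in the extensive library, with 42.0 RPKM from 15 reads at a coverage of 0.974. FBtr0081720_1 (chromosome 3R, 2208756 to 2208788, 11 aa) had 121 RPKM in small polysomes, 127 RPKM in large polysomes and 146 RPKM in the extensive library. In the rRNA-depleted library it is listed at 0 RPKM with a coverage of 1.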

### Bioinformatic analysis of translated smORFs reveals specific characteristics

We scrutinised our set of annotated translated smORFs for bioinformatic markers, which might further suggest function of smORF peptides. Firstly, we used phastCons (Siepel et al., 2005) that measures conservation between 12 insect species.

We examined the phastCons values in intergenic sequences and canonical long protein-coding sequences (Figure 4A) and obtained a cut-off value of 0.55 separating them (10% FDR). 93% of S2-translated smORFs have phastCons scores above this threshold (median = 0.66), indicating a conservation level similar to that of canonical long-ORFs, and hence, a similar level of functionality for the coding sequences.

**Figure 4.**
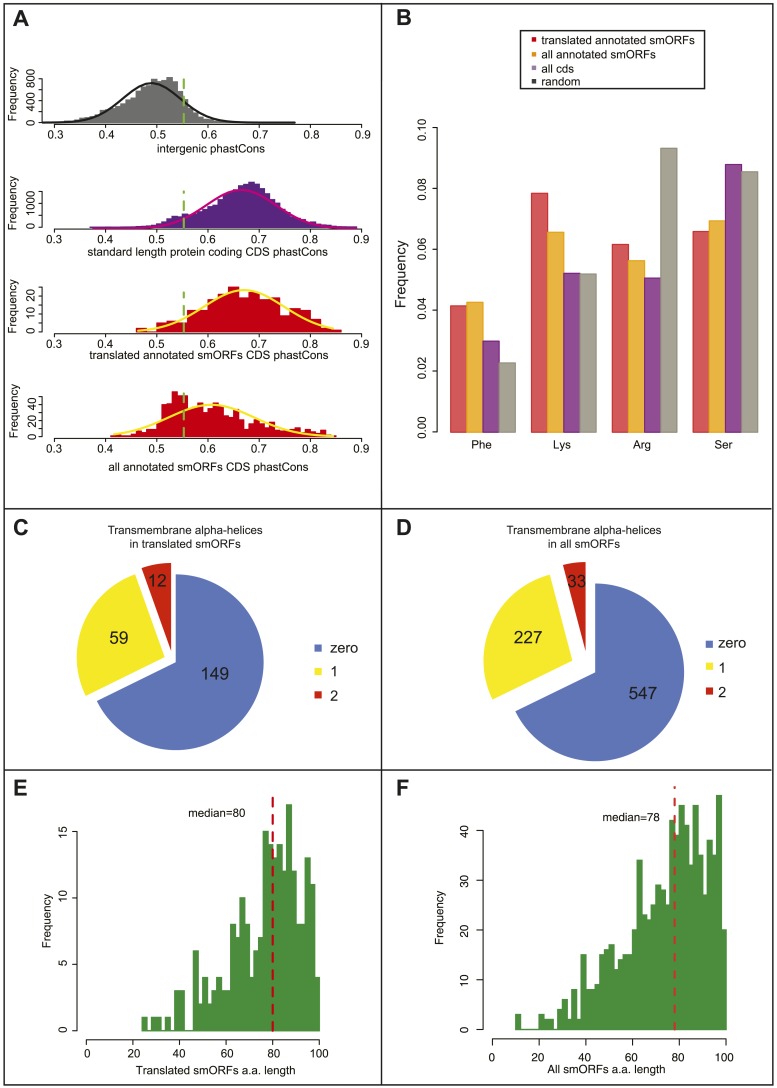
Bioinformatic indicators of smORFs. (**A**) Distribution of phastCons scores for intergenic regions, standard length protein-coding CDSs (longer than 100 aa), S2 cell-translated annotated smORFs, and all annotated smORFs, with fitted normal curves. Green dotted lines indicate the 90th percentile of intergenic phastCons scores (0.55). (**B**) Relative abundance of particular amino acids in proteins (random expected: black, all CDSs: purple, all annotated smORFs: yellow, and translated smORFs: red). (**C** and **D**) Proportion of (**C**) S2-cell translated (32%) and (**D**) all smORFs (32%) predicted to contain transmembrane α helices (TMHMM). (**E** and **F**) Frequency distribution of smORF peptide lengths for (**E**) translated and (**F**) all annotated smORFs with medians shown by red dotted line. **DOI:** http://dx.doi.org/10.7554/eLife.03528.015

**Figure 4—figure supplement 1.**
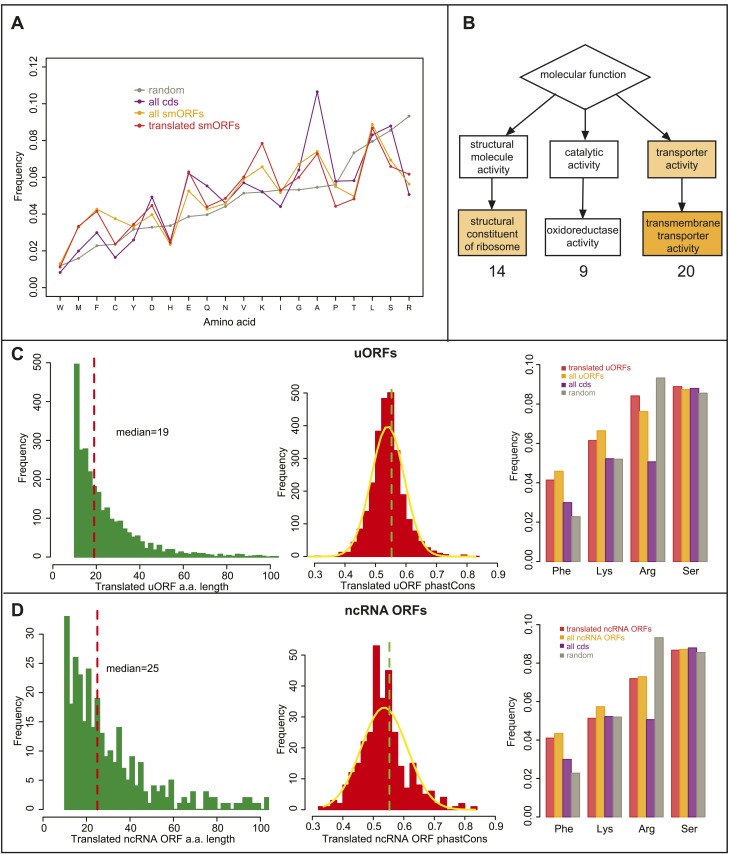
Bioinformatic indicators of smORFs. (**A**) Relative abundance of all amino acids in ORFs, (random: grey, all CDS: purple, all annotated smORFs: yellow, and translated annotated smORFs: red). (**B**) Enrichment of GO molecular function terms (GOrilla) within translated annotated smORFs in S2 cells when compared to translated standard protein-coding ORFs. Main overrepresented terms are structural consitituents of ribosome (p = 3.28E-4), oxidoreductase activity and transmembrane transporter activity (p = 2.77E-5). (**C**–**D**) Frequency distribution of peptide lengths, phastCons, and relative abundance of particular amino acids of translated (**C**) uORFs and (**D**) ncRNA ORFs. Red dotted lines indicate the median amino acid lengths and green dotted lines indicate the 90th percentile cut-off from phastCons of intergenic regions, 0.55 (Figure 4A). **DOI:** http://dx.doi.org/10.7554/eLife.03528.016

As a further indicator of smORF translation, we studied the amino acid composition of translated smORFs, compared to canonical long proteins and expected random usage (Figure 4B). Annotated smORFs display a lower than random usage of arginine, which is a hallmark of translated proteins (King and Jukes, 1969). However, they also display differential usage of several amino acids, which are characteristic of alpha-helices in canonical proteins, being enriched for lysine and phenylalanine, and depleted of serine (Chou and Fasman, 1974; Figure 4B, Figure 4—figure supplement 1A). This finding was corroborated by an abundance of putative transmembrane alpha-helix motifs, in about a third of translated smORFs (Figure 4C) and all predicted smORFs (Figure 4D) compared to the expected 20% observed in canonical proteins (Krogh et al., 2001). This is in agreement with similar findings in bacteria (Hemm et al., 2008) and suggests that smORFs may represent a source of uncharacterised transmembrane peptides. An enrichment for molecular GO terms such as membrane transporter activity in annotated smORFs (Figure 4—figure supplement 1B), and the subcellular localisations we observe for half of the tagged smORFs, are also consistent with these findings.

The 555 annotated smORFs not transcribed in S2 cells, including 505 smORFs with uncorroborated translation, share the bioinformatic characteristics of the smORFs detected as translated by Poly-Ribo-Seq including: average peptide length (Figure 4E–F); amino acid usage (Figure 4B, Figure 4—figure supplement 1A); and abundance of putative transmembrane alpha-helices (Figure 4C,D). Therefore, our results showing translation and possible peptide function for 83% of the smORFs transcribed in S2 cells could be extrapolated to this wider pool, potentially bringing the number of smORFs encoding functional peptides in *Drosophila* to around 700.

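The 777 annotated smORFs with an mRNA RPKM of 0 or without a value had a median length of 76 aa (95% interval 74 to 78), with quartiles of 59 and 88 aa. In the translated smORFs the median was 81 aa (79 to 83), with quartiles of 68 and 89 aa. These intervals do not overlap. The 105 smORFs that were transcribed and not translated also had a median of 81 aa, with an interval of 76 to 85 aa.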

The peptides encoded by uORFs and ncRNAs did not behave bioinformatically as smORFs and canonical long CDS, and thus we cannot easily extrapolate from our results to the uORFs and ncRNAs not transcribed in S2 cells. No indicator (phastCons, size, aa composition) was able to distinguish translated uORFs and ncRNAs from intergenic or random sequences (Figure 4—figure supplement 1C–D). Even though our Poly-Ribo-Seq detects translation of these uORFs and ncRNAs, perhaps the function of these smORFs is not mediated by their encoded peptides, or at least is compatible with a shorter, more variable and less canonical amino acid sequence (‘Discussion’). It appears that Poly-Ribo-Seq detects translation of two types of smORF: (a) ‘longer’ smORFs that are efficiently translated producing peptides ∼80 aa possessing bioinformatic hallmarks of peptide function; and (b) ‘dwarf’ smORFs translated from ncRNAs and 5′-UTRs, which are in general shorter (∼20 aa), less efficiently translated, and missing such bioinformatic and molecular markers.

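Median lengths were 19 aa for translated uORFs (quartiles 14 and 30 aa) and 26 aa for translated ncRNA smORFs (quartiles 17 and 40 aa). All listed ORFs of these kinds, translated or not, had medians of 19 and 25 aa. Translated standard ORFs had a median of 530 aa. With the longest ORF per gene, the medians of translated uORFs and ncRNA smORFs were 22 and 37 aa. From their length, efficiency and lack of markers the paper proposes a separate type of translated smORF, the dwarf smORFs.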

## Discussion

### smORFs are translated in high numbers in metazoans

We have developed an improvement to ribosome profiling, which we term Poly-Ribo-Seq, to ensure that footprinted mRNA sequences represent regions of active translation rather than non-productive events. Using Poly-Ribo-Seq, we have specifically profiled the translation of smORFs in *Drosophila* S2 cells, using a purification of small polysomes to enrich for smORFs.

Poly-Ribo-Seq doubles the number of annotated smORFs in *Drosophila* S2 cells with evidence of translation from 107 to 228. Translated smORFs seem similar to canonical proteins, both in terms of the fraction actually translated (over 80% in both cases, Figure 2E) and the level of translation (as revealed by RPKM, coverage, and TE). Extrapolating the proportion of smORFs translated in S2 cells (83%) to the uncorroborrated 544 smORFs transcribed elsewhere, indicates that altogether around 700 annotated smORFs could be translated, which can be tested in further Poly-Ribo-Seq experiments.

The annotation of the *Drosophila* genome is unusual in its high proportion of annotated smORFs, which is double that of vertebrate genomes (Table 1). Thus, examination of smORF translation in vertebrate genomes is likely to significantly increase the proteome of these species. Consistent with this prediction the translation of 190 smORFs has been detected in one such experiment in zebrafish (Bazzini et al., 2014). Extrapolation of these two sets of results in flies and zebrafish strongly suggests that hundreds of smORFs are translated in higher organisms, including in humans and other mammals. While bioinformatics can be useful in unearthing smORF candidates, ultimately experimental evidence and full functional characterisation is the only way to ascertain the translation and function of each individual smORF.

Our data confirm the tentative annotation of *Drosophila* smORFs and expand our understanding of smORF translation. Firstly, we corroborate the translation of 121 smORFs for which no previous conclusive evidence existed. 

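Of 331 distinct transcribed smORFs, 80 were not translated in the 3 experiments. Their median mRNA density was 2.71 RPKM, compared with 57.9 RPKM for the 251 translated ones. At the median TE of smORFs in small polysomes, an mRNA density of 10.7 RPKM corresponds to the footprint cut-off. Below that density lay 72 of the 80 untranslated smORFs and 24 of the translated ones. No footprint in any of the 4 libraries was found on 22 of the untranslated smORFs.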

Secondly, we fail to detect the translation of some 46 transcribed smORFs, most of which have no evidence of translation, and which (pending new profiling experiments from further biological sources), could be either translationally regulated or non-functional. Thirdly, we also detect the translation of a high number of non-annotated smORFs from 5′-UTRs and non-coding RNAs.

313 ncRNA smORFs and 2708 uORFs are detected as translated by Poly-Ribo-Seq, although perhaps at low levels, as indicated by their low median TEs. Given the small proportion of non-coding RNAs we detect in S2 cells, it is unclear if the numbers observed here can be extrapolated to the smORFs found in all other ncRNAs. However, we notice that if extrapolated to other animals, such as mammals including humans, even a low number of translated ncRNAs would be significant. The human genome contains some 32,000 transcripts currently annotated as long non-coding RNAs (Volders et al., 2013), and a fraction around 44% of long-non-coding RNAs have been detected in the cytoplasm (Derrien et al., 2012). If these cytoplasmic lncRNAs were corroborated and translated in the same proportion as we find here in *Drosophila* (some 34%), there could be thousands of human peptides awaiting detection and characterisation. The number swells to many thousands when adding uORFs. The small size of both uORF and ncORF peptides may hinder their detection by mass spectrometry, as in the case of peptides translated by the *Drosophila* genes *tal* and *scl* (unpublished observation), and so absence of proteomic detection (or absence of functional data, see below) should not be used to disprove their translation.

Poly-Ribo-Seq detects almost all peptides detected by proteomics, but is two to three times more extensive. Furthermore, Poly-Ribo-Seq can define the whole of the translated ORF as opposed to isolated micropeptides detected by peptidomics. Though available proteomic evidence has been useful in confirming the depth of Poly-Ribo-Seq, it is clear that currently peptidomics is not as sensitive as ribosome profiling. High peptide translation level seems a critical factor (but likely not the only one) favouring detection by mass spectrometry. However, the combination of Poly-Ribo-Seq and peptidomics could produce interesting data on peptide stability and degradation.

### Function of smORFs: translation and beyond?

The putative function of smORFs and their encoded peptides is a separate issue from their translation, just as the transcription of thousands of apparently non-coding RNAs is an accepted fact separated from their, as yet, not fully understood function. Our present work is concerned with proving smORF translation, as a first step to eventually uncovering their true function. However, the function of a number of smORFs has been identified in animal and plants (reviewed in Andrews and Rothnagel, 2014), and our data allow for some speculations.

We observe that most annotated and translated smORFs have conservation levels similar to canonical proteins and have so far displayed functionality in RNAi tests in some 50% of the cases. They encode peptides of around 80 aa with a high proportion of transmembrane alpha-helix motifs, in agreement with their overall pattern of amino acid composition. Their bioinformatic indicators (conservation, size, aa usage, and transmembrane motifs) appear similar in the 505 uncorroborated smORFs not transcribed in S2 cells, suggesting that, if translated, some 700 smORFs might encode peptides with similar functional potential. The corroborated smORFs display a variety of functions as antibacterial peptides (Lemaitre and Hoffmann, 2007), cell signals (Pueyo and Couso, 2008), cytoskeletal regulators (Djakovic et al., 2006), and other regulators of canonical proteins (Hanyu-Nakamura et al., 2008; Magny et al., 2013). GO term enrichment analysis shows that the most abundant terms amongst previously corroborated smORFs are ribosome constituents, oxidoreductase activity, and transporter activity (Figure 4—figure supplement 1B). The last two imply an association with biological membranes, and it is thus interesting that amongst uncorroborated smORFs, the frequency of predicted transmembrane alpha-helix motifs is the highest. Furthermore, the observed tagged smORF peptide localization to mitochondria is also compatible with these findings. We surmise that hundreds of small, membrane-associated peptides are awaiting characterisation, and they may alter our understanding of many cellular and organismal processes of biological and medical relevance. We expect that these peptides would interact with canonical proteins as their regulators (Magny et al., 2013), as their size limits their structural capabilities; though, such capabilities could be expanded by oligomerization.

The main described function of most uORFs is to regulate translation of downstream long ORFs, either interfering with the translation of the downstream ORF, or collecting ribosomes in order to promote it. The translated uORF peptide (and hence its aa sequence) can be irrelevant ([Child et al., 1999; Kulkarni et al., 2011] reviewed in Kozak, 2005; Andrews and Rothnagel, 2014). Such a *cis*-regulatory role would fit with the low TE and the high sequence variability (low phastCons scores) observed for uORFs. However, we do not observe an overall positive or negative correlation between the translation of uORFs and that of their main downstream ORF (unpublished observation), as perhaps could be expected under this *cis*-regulatory model. 

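Through their transcripts, 25035 of the listed uORFs could be paired with the CDS downstream. For 2286 uORFs translated in small polysomes, with a TE above 0 for both ORFs, the TE of the uORF and that of the main ORF had a Spearman rho of 0.366 (95% interval 0.330 to 0.401). The correlation is across uORFs, which are not independent replicates, and it moved most with the extensive library, to 0.443. In 1000 random re-pairings rho lay between -0.0621 and 0.0655. Both TEs share the mRNA level, and with 1 uORF per gene (718 uORFs) the TE of the uORF had a rho of -0.715 with it. When such uORFs were re-paired only among main ORFs of similar mRNA density, in 20 bins, rho had a median of 0.178 and a maximum of 0.284, against 0.342 for the true pairs. The partial rank correlation of the footprint densities given both mRNA densities was 0.267.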

Validating uORF function is difficult, since much of the current functional (genetics) data is based on conditions (gene deficiencies, promotor mutations, RNAi) that knock-out whole transcripts, that is, both the short uORF peptide and the downstream long-canonical protein.

The smORFs in putative long non-coding RNAs with ribosomal signatures might reveal either coding potential, a non-coding association with ribosomes, or a dual function as coding and non-coding for these transcripts. Again, standard genetic techniques are unable to distinguish between these possibilities. This group of smORFs has the potential to encode functional peptides, as shown by the genes *tal* and *scl*, that were previously annotated as putative non-coding RNAs. These genes encode peptides as short as 11 and 28 aa with important functions in development and physiology (Galindo et al., 2007; Kondo et al., 2007; Magny et al., 2013). In the case of Scl, a transmembrane alpha-helical structure was corroborated (Magny et al., 2013). Further, a manual study of their homologies identified their conservation in distant species. Thus, a case-by-case bioinformatic and experimental examination of ncRNA smORFs may reveal unknown numbers of new bioactive peptides.

Altogether our data indicate that thousands of smORFs are translated in metazoan genomes. However, they also suggest the existence of two broad types of translated smORFs. The ‘longer’ smORFs produce conserved 80 aa-long peptides whose translation efficiencies resemble those of canonical proteins and with functions biased towards an association with cell membranes. The ‘dwarf’ smORFs are mostly found in 5′-UTRs and non-coding RNAs, are not detected by gene prediction programs, and on average encode peptides of some 20 aa-long. They are also less conserved, translated at lower efficiencies, and of unclear function as yet.

## Materials and methods

### Tissue culture

S2 cells were grown under standard conditions in Schneiders medium with 10% FBS.

### Poly-Ribo-Seq

S2 cells were treated with cycloheximide (Sigma, St Louis, MO) at 100 μg/ml for 3 min at RT before harvesting. The cells were pelleted, washed (1X PBS, 100 μg/ml cycloheximide), and resuspended in lysis buffer; 50 mM Tris–HCl pH8, 150 mM NaCl, 10 mM MgCl_2_, 1 mM DTT, 1% NP40, 100 µg/ml cycloheximide, Turbo DNase (Life Technologies, Carlsbad, CA), RNasin Plus RNase Inhibitor (Promega, Carlsbad, CA), cOmplete Protease Inhibitor (Roche). Nuclei were removed, and cytoplasmic lysates were loaded onto sucrose gradients and subjected to ultracentrifugation. Gradients were pumped out, their absorbance at 254 nm plotted and fractionated. We purified mRNAs in small polysomes, away from monosomes (80S), ribosomal subunits (40S, 60S), and large polysomes. Footprinting was performed overnight at 4°C with RNaseI (Life Technologies), stopped with SUPERase·In RNase inhibitor (Life Technologies) and precipitated. mRNA from total cytoplasmic lysate was purified using oligo (dT) Dynabeads (Life Technologies) and fragmented by alkaline hydrolysis. 28–34 nt ribosome footprints and 50–80 nt mRNA fragments were gel purified and prepared as previously described (Ingolia et al., 2009, 2011, 2012) for Next Generation Sequencing. Libraries were sequenced on Illumina HiSeq2000 and MiSeq machines with 50 bp SingleEnd read protocol.

### rRNA depletion

To generate ssDNA complementary to *Drosophila* rRNA, PCRs were performed using 5′ biotinylated reverse primers (Supplementary file 2). A 5′ biotinlyated oligo complementary to 2S rRNA and rRNA PCR products were bound to magnetic streptavidin beads (Life Technologies) and their second strands washed away. Two rounds of 50 µl rRNA beads were used to deplete rRNA prior to reverse transcription.

### RT-PCR

RNA from sucrose gradient fractions was precipitated with isopropanol and 0.3 M NaCl. Resuspended pellets were treated with Turbo DNaseI (Life Technologies), extracted with phenol/chloroform and re-precipitated. cDNA was synthesised MMLV reverse transcriptase (Promega) and subjected to PCR with mRNA specific primers and Taq Polymerase (Qiagen, Venio, Netherlands).

### Footprint sequence alignment

Sequencing reads were clipped, trimmed, and aligned to an rRNA and tRNA reference using Bowtie, discarding the rRNA and tRNA alignments and collecting unaligned reads. Unaligned reads were mapped to FlyBase (Release 5.50) using TopHat. We only retained reads that mapped uniquely, but allowed up to two mismatches.

### Footprint profile analysis

Profiles of ribosome footprints across a transcript were constructed by quantifying the number of footprint reads aligned at each position within the feature of interest. Ribosome density was computed by scaling read counts for each feature-by-feature length and by the total number of genome-aligned reads (Ingolia et al., 2009). Footprint coverage estimated the percentage of each feature covered by ribosome footprints using the BEDTools coverageBed command.

We applied several filters to ascertain translation. We have taken the reads in the 3′-UTRs of mRNAs encoding canonical coding sequences (longer than 100 aa), from the small polysomal fraction, as representing ‘background’, that is likely non-coding sequences from mRNAs that are lowly translated. We obtained the RPKM and coverage values from this canonical 3′-UTR signal, and use their 90th percentile values as preliminary cut-offs for accepting translation of coding sequences. These values are 11.8 RPKM and 0.40 coverage. Superimposed onto these we use two additional corrections: first, we raised the coverage cut-off to 0.57 because ‘dwarf’ smORFs of less than 20 aa (Figure 4—figure supplement 1C) containing a single ribosomal binding ‘site’ could still appear as 0.56 covered (32 nt/57 nt); second, we introduce the need for an ORF to obtain at least five reads in a single experiment to be considered translated, to avoid inflation of very few reads by the RPKM metric in such dwarf smORFs.

Translation efficiency (TE) was calculated as ribosome footprint density (RPKM)/mRNA-seq read density (RPKM) in the feature. As the TE score is not a reliable estimator at low expression levels, we computed a TE score only for those features that had significant mRNA expression above a randomised genomic background (p < 0.01).

To analyse framing, ribosome-protected fragments (RPF) were aligned to transcript cooordinates. For a given open reading frame, the corresponding P-site position of filtered RPF reads (28–32 nt) was designated as follows: +12 offset for 28 and 29 nt, +13 for 30 to 31 nt, and +14 for 32 nt RPF (Chew et al., 2013; Bazzini et al., 2014).

### uORF and ncORFs identification

We identified uORFs and ncORFs longer than 10 aa with an AUG start codon followed by an in-frame stop codon within the annotated 5′-UTRs and ncRNA transcripts, using the emboss getorf program. To exclude the possibility that the ribosome occupancy observed in 5′-UTRs was due to the presence of such upstream ORFs, we created a modified transcript that contained all regions except the putative uORFs for all our analysis on 5′-UTRs.

### phastCons values

phastCons scores for 171,317 alignment blocks were downloaded from UCSC Genome Browser. We computed percentage overlap between the phastCons block and our feature of interest and estimated mean phastCons values.

### Peptide Atlas

Lists of peptide CDS coordinates with protein identifiers (FlyBase peptide ID) were downloaded from Peptide Atlas database (http://www.peptideatlas.org) and compared to FlyBase predicted smORF peptide sequences.

### Functional analysis of smORFs

Prediction of transmembrane alpha-helices was performed using TMHMM (http://www.cbs.dtu.dk/services/TMHMM/). In house perl scripts (available in Supplementary file 3) calculated amino acid composition of CDS. For the random control, we followed King and Jukes (1969). We took all FlyBase transcript sequences and calculated the nucleotide composition of this pool; from this we estimated the likely amino acid usage based on the nucleotide composition of the respective codons. RNAi screen data were accessed through Flymine (http://www.flymine.org/), and GO term enrichment was calculated by GOrilla (http://cbl-gorilla.cs.technion.ac.il/) (Eden et al., 2009).

### Cloning

The 5′-UTR and CDS of putative smORFs were cloned by PCR from S2 cell cDNA into pENTR/D-TOPO (Invitrogen) and then into pAWF (http://emb.carnegiescience.edu/labs/murphy/Gateway%20vectors.html#), whose ATG start codon was mutated to GCG by site-directed mutagenesis.

### Transfections and microscopy

S2 cells were plated on acid-treated coverslips and transfected with plasmid DNA using Xtreme Gene HP (Roche). After 48 hr, the cells were fixed for 20 min with 4% formaldehyde, washed with 1X PBS, 0.1% Triton X–100 (PBS-T), blocked with PBS-T 2% wt/vol BSA before immunostaining with primary mouse anti-FLAG M2 antibody (Sigma) at 1/1000 and secondary anti-mouse FITC (Jackson, West Grove, PA) at 1/400. For subcellular localisation experiments, cells were incubated for 30 min with Rhodamine-Phalloidin (Life Technologies) to highlight F-actin. All transfections were incubated for 10 min with Hoechst (Sigma) according to manufacturer's instructions for nuclei staining and mounted with Vectashield (Vector Labs, Burlingame, CA). For Mitotracker experiments, 48 hr after transfection cells were incubated in 500 nM Mitotracker Red CMXRos (Life Technologies) for 45 min. Imaging was conducted using a Zeiss 63X Plan Apochromat Oil Immersion lens on the LSM510 Axioskop 2. For correlation analysis Z-stack images were taken with slice interval of 0.15 μm, and ImageJ plugin ‘Manders Coefficients’ was used to calculate correlation coefficient of FLAG to Mitotracker signal with at least 15 cells per replicate, with three replicate transfections.

### Immunoblotting

Cells were harvested 48 hr post transfection, washed with 1X PBS, resuspended in Tricine Sample buffer (Bio-Rad, Hercules, CA) (2.5% vol/vol βME) and run on 16% Tris-Tricine gels. Immunoblots were incubated with primary antibody: 1:10,000 anti-FLAG M2 (Sigma) and 1:500 anti-β-tubulin E7 (DSHB, Iowa City, IA), and then secondary 1:10,000 goat anti-mouse HRP (Santa Cruz, Dallas, TX). Immunoblots were developed with ECL Prime Chemiluminescent Detection Reagent (GE Healthcare, Little Chalfont, UK).

### Mass spectrometry

S2 cells were lysed in 0.075% SDS, 1X c0mplete Protease Inhibitor Cocktail (Roche) with three rounds of freeze thawing and clarified. Total protein (1X Tricine Loading buffer, 2.5% vol/vol βME) was run on 10–20% MiniProtean Tris-Tricine Gels (Bio-Rad) and the 5–15 KDa region excised. Mass spectrometry was performed by Cambridge Centre for Proteomics (University of Cambridge, UK) using in-gel trypsin digestion and LC-ESI-MS/MS using an Orbitrap Velos Instrument (Thermo Fisher Scientific) with the following parameters: 2 missed Trypsin cleavages, 25 ppm Precursor mass error, 0.8 Da fragment mass tolerance, carbamidomethylation of cysteine as a fixed and methionine oxidation as a variable modification. Spectra were matched against *Drosophila melanogaster* (5.55) proteome using generic Mascot algorithm.

# Supplementary material for: Extensive translation of small Open Reading Frames revealed by Poly-Ribo-Seq
**Source:** eLife. 2014 Aug 21;3:e03528. doi: 10.7554/eLife.03528
**Supplement:** Supplementary file 1. — (A) Summary of sequencing experiments. Number of reads; from each experiment, that are left after removal of rRNA and tRNA contaminants, that are unique matches and that map to CDS regions of the genome. (B) Summary of smORF embryo RNA-seq data. Number of translated smORFs expressed throughout embryonic stages of Drosophila melanogaster, according to RNAseq data (modENCODE). DOI: http://dx.doi.org/10.7554/eLife.03528.017

Supplementary file 1

**A) Summary of sequencing experiments**

Number of reads; from each experiment, that are left after removal of rRNA and tRNA contaminants, that are unique matches and that map to CDS regions of the genome.

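The columns follow the reads of each library through the processing. Clipping and trimming remove adapter sequence, the alignment to rRNA and tRNA removes fragments of the ribosome itself, and the remaining reads are mapped to the genome with TopHat. Unique match reads map to one place only. The column of mapped reads, and not that of unique reads, is the divisor of the deposited footprint RPKM values.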

| Experiment | Raw reads | Reads that pass clipping and trimming | After removal of rRNA and tRNA | Tophat mapped reads | Unique match reads | Reads that map to ORFs |
| --- | --- | --- | --- | --- | --- | --- |
| Small polysomal  footprint | 99,973,197 | 93,838,021 | 6,250,297 (6.66%) | 5,498,415  (87.97%) | 3,748,512  (68.17%) | 2,870,975  (76.59%) |
| Large polysomal  footprint | 67,230,885 | 59,191,477 | 3,579,490 (6.05%) | 2,625,211  (73.34%) | 2,371,751  (90.34%) | 1,906,050  (80,36%) |
| Total cytoplasmic mRNA 1 | 3,737,677 | 3,296,829 | 2,249,793 (68.24%) | 2,006,335  (89.17%) | ND | 1,619,013  (80.7%) |
| Total cytoplasmic mRNA 2 | 8,698,975 | 4,374,205 | 2,911,316 (66.56%) | 2,559,302  (87.91%) | ND | 1,956,992  (76.47%) |
| Small  polysomal  footprint  extensive | 189,631,476 | 188,066,263 | 20,008,723 (10.64%) | 9,160,610  (45.78%) | 8,133,854  (88.79%) | 5,904,132  (72.59%) |
| -rRNA all polysomes  footprint | 14,092,100 | 12,759,694 | 4,144,111 (32.48%) | 3,190,896  (77.0%) | 2,972,003  (93.14%) | 2,355,257  (79.25%) |

**B) Summary of smORF embryo RNA-seq data**

Number of translated smORFs expressed throughout embryonic stages of *Drosophila melanogaster,* according to RNAseq data (FlyBase).

| Number of Embryo Stages | Number of smORFs (%) |
| --- | --- |
| 12 | 88 (41.7%) |
| 11 | 16 (7.6%) |
| 10 | 11 (5.2%) |
| 9 | 17 (8.1%) |
| 8 | 9 (4.3%) |
| 7 | 8 (3.8%) |
| 1-6 | 47 (22.3%) |
| 0 | 15 (7.1%) |
| **Total** | **211** |
| NA | 17 |

# Supplementary material for: Extensive translation of small Open Reading Frames revealed by Poly-Ribo-Seq
**Source:** eLife. 2014 Aug 21;3:e03528. doi: 10.7554/eLife.03528
**Supplement:** Supplementary file 2. — Primers used for rRNA depletion. DOI: http://dx.doi.org/10.7554/eLife.03528.018

SUPPLEMENTARY FILE 2

**Primers used for rRNA depletion**

| **Primer** | **Sequence (5' to 3')** |
| --- | --- |
| 2S Rev | biotin-TACAACCCTCAACCATATGTAGTCCAAGCA |
| 5S Fw | GCCAACGACCATACCACGCT |
| 5S Rev | biotin-AAAAAGTTGTGGACGAGGCC |
| 5.8S Fw | AACTCTAAGCGGTGGATCAC |
| 5.8S Rev | biotin-CAGCATGGACTGCGATATGCG |
| **Set 1** |  |
| 18S Fw A | ATTCTGGTTGATCCTGCCAG |
| 18S Rev A | biotin-CAAGAATTTCACCTCTCGCGT |
| 18S Fw B | GACCGTCGTAAGACTAACTT |
| 18S Rev B | biotin-TAATGATCCTTCCGCAGGTTC |
| 28S Fw A | TTATATACAACCTCAACTCAT |
| 28S Rev A | biotin-AAGTATAGTTCACCATCTTTC |
| 28S Fw B | GATCAGGTTGAAGTCAGGGG |
| 28S Rev B | biotin-CATGCTCTTCTAGCCCATCTA |
| 28S Fw C | ACATATACTGTTGTGTCGATA |
| 28S Rev C | biotin-AAATACATAAATGCATCGTTT |
| 28S Fw D | TTGATTTGAAAATTTGGTATA |
| 28S Rev D | biotin-TCGAATCATCAAGCAAAGGAT |
| **Set 2** |  |
| 18S Fw A | CCGAGGCCCTGTAATTGGAAT |
| 18S Rev A | biotin-ATATGAGTCCTGTATTGTTATTTT |
| 18S Fw B | ATTGTGTTTGAATGTGTTTATGTAAG |
| 18S Rev B | biotin-AAGCATTTTACTGCCAACATGAAT |
| 28S Fw A | ATATAAGGACATTGTAATCTATTAGC |
| 28S Rev A | biotin-GGAAAAAATGCACACTATTCTCAT |
| 28S Fw B | GCGCTTAAGTTGTATACCTATAC |
| 28S Rev B | biotin-CATCCATTTTAAGGGCTAGTTG |
| 28S Fw C | GCGGGTGTTGACACAATGTGA |
| 28S Rev C | biotin- TAGGGCCATCACAATGCTTTGT |
| 28S Fw D | CAAAACGTTGTTGCGACAGCA |
| 28S Rev D | biotin-TCATTAGTAGGGTAAAACTAACC |
|  |  |
|  | Set 1 was used to generate 1 Kb fragments and Set 1 and Set 2 were used in combination to generate 500 bp fragments |
|  |  |

How the deposited data were processed for this re-analysis (not part of the article)

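Ribosome footprints of Drosophila S2 cells were measured in 4 libraries (small polysomes, large polysomes, all polysomes after rRNA depletion, and an extensive replicate of the small polysomes), and mRNA was measured in 1 sample of total cytoplasmic mRNA. The small polysomes have 2 libraries and each other fraction has 1.

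The authors clipped and trimmed the reads, removed those aligning to rRNA and tRNA with Bowtie, mapped the rest to FlyBase Release 5.50 with TopHat with up to 2 mismatches, and kept unique matches. The values the authors deposited are RPKM, the reads per ORF scaled by its length and by the mapped reads of the library. The authors also deposited footprint coverage as a fraction from 0 to 1, the part of each ORF that footprints cover. The 3 deposited tables cover annotated CDSs, ORFs in ncRNAs and uORFs. The 201 ORFs in ncRNAs and 219 uORFs of over 100 aa were kept in the counts of ncRNA smORFs and uORFs. RPKM values were missing for 244, 329 and 160 ORFs, which therefore count as neither transcribed nor translated. Coordinates are those of the tables. Gene names of CDSs are those of the tables, and 905 of 982 ncRNA transcripts and 11021 of 11587 uORF transcripts matched a gene by their FlyBase identifier in the Ensembl annotation of the later assembly BDGP6, of which no coordinates were used.

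Reads per ORF were recovered as RPKM times length times library size, where the library size was read from the steps between RPKM values. They came out whole for 100% of CDSs with footprints in each library. For uORFs of several exons the length that gives whole reads is that of the longest exon part, with which 99.8% to 99.9% of uORFs gave whole reads. ORFs counted as translated at 11.8 RPKM or more, a coverage of at least 0.57 and at least 5 reads in a single experiment, as in the study. The union covers 3 experiments (both small polysome libraries and the rRNA-depleted one). For uORFs and ncRNA ORFs the listed mRNA RPKM is that of exons. TE was computed here as footprint RPKM over mRNA RPKM for ORFs with an mRNA RPKM above 0. The design had foreseen a TE or a transcribed mark by the authors, in whose place this limit was used.

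Each ORF of the tables was counted. Intervals of medians are 95% binomial order-statistic intervals, those of shares are 95% Wilson intervals and those of correlations come from Fisher's z. All cover the spread across ORFs or counting error only. As no comparison has replicates on both sides, no p-values were computed across ORFs. Lists of ORFs were described by their percentile among 10000 random lists matched on mRNA density in 20 bins. The correlation of uORF and main ORF TE was set beside 1000 random re-pairings. The procedures were tested on simulated data with 14482 ORFs, of which 200 had their TE changed 2-fold: the change was recovered as 1.96-fold, reads were recovered exactly for 100% of ORFs, and 37 of 40 lists without change fell within the central 95% of their random lists.

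The ORFs named are those the study names, the 2 smORFs of highest RPKM in the initial small polysome library, and smORFs translated in large but not in small polysomes. In addition, 5 ncRNA smORFs are named that were chosen after their values were seen. Sequence-based measures (conservation, amino acid composition, transmembrane helices), reads in UTRs, triplet phasing and peptidomics were not analysed here. The alternatives tried concern the cut-offs, the counting unit, the length limit, the mRNA level, overlap with CDSs, the libraries used and the scale of correlations. They were set before the data were examined, except the counting of distinct intervals for TE and for the uORF correlation, which was chosen after seeing the data. The mRNA values appear to pool the reads of 2 mRNA libraries, since their divisor lies near the sum of both. Computations used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.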

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

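The 3 tests on uORFs listed at 0 RPKM were chosen only after these uORFs had been seen. The other tests in this part were set beforehand.

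In the extensive small polysome library, 1255 distinct uORFs have a footprint coverage of at least 0.57 and an RPKM of 0, a pattern the paper does not report on. With any coverage above 0 they number 2229, compared with 4221 uORFs that have an RPKM above 0. The same was seen for 0 annotated CDSs and 1 ncRNA ORF in that library. Of the 1255, 240 were translated in another library. A first explanation is that footprints shared with an overlapping uORF were left out of the RPKM. Another uORF overlaps 62.8% of the 2229 and 42.6% of the uORFs with an RPKM above 0. Of the 2229, 37.2% overlap no other uORF, so this explanation could account for a part of them only. A second is that the RPKM counts footprints lying wholly inside the uORF and the coverage also those reaching in from outside; 570 of them (25.6%) have more than 68 covered nt, which is more than footprints of 34 nt reaching in from both ends can cover. A further one is that the uORF itself was left out of the counting in every library. Of the 1937 that are also covered in another library, 896 (46.3%) are at 0 RPKM in all 4 libraries, and without that restriction 53.3% of the 2229 are. None of these explanations covers all of the uORFs, and each may apply to a part. It was also noticed, and not tested, that 39.0% of them have several exons, compared with 8.62% of uORFs with an RPKM above 0. No biological explanation was tested.

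In large polysomes 143 distinct uORFs, in 116 genes, passed the cut-offs and did so in no experiment of the union, which leaves the large polysomes out. The paper does not report on them. Of these, 66 (46.2%) have a coverage of at least 0.57 at 0 RPKM in an experiment of the union, so that the listing at 0 RPKM could account for some of them and not for the rest. Under 10 reads were found for 55.2% of them, compared with 38.7% of the 685 uORFs translated in large polysomes and in the union, so read numbers near the minimum of 5 remain a possible explanation for a part of them. As to biology, a uORF may follow the polysomes of its main ORF. Across 1347 uORFs, 1 per gene, the small to large ratio of footprints of the uORF and that of its main ORF had a Spearman rho of 0.367, and 1000 random re-pairings reached at most 0.0825. That test covers uORFs in general and was not made on the 143 alone.

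Translated in large polysomes and in no experiment of the union were also 5 distinct ncRNA smORFs, which are named here after their values were seen: FBtr0079906_2 (chromosome 2L, 9894336 to 9894374, 137 RPKM from 14 reads), FBtr0308845_3 (X, 11473882 to 11474016, 22.6 RPKM from 8 reads), FBtr0308846_3 (X, 11473890 to 11474024, 25.4 RPKM from 9 reads), FBtr0335050_1 (X, 5808452 to 5808493, 54.4 RPKM from 6 reads) and FBtr0339963_6 (2R, 10057072 to 10057164, 20.5 RPKM from 5 reads). FBtr0308845_3 and FBtr0308846_3 belong to one gene and overlap, and in an experiment of the union they reached 46.4 and 51.1 RPKM without passing there. No explanation was tested for these ORFs.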

How the results depend on the processing

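The alternatives were set before the data were examined, except distinct intervals for TE and the uORF correlation, which were added after seeing the data. No other test in this part was chosen after a result was seen. No paired analysis was possible because the small and large polysomes share a single experiment with 1 library of each fraction, and the labels give no replicate numbers. TE recomputed from RPKM coincides with the TE used throughout, as TE was computed here. Leaving out ORFs that overlap a CDS removes 13 uORFs and 10 ncRNA ORFs and changed the results little: translated ncRNA smORFs of the union went from 581 to 574. The causes of the changes were not tested.

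With one count per gene, translated annotated smORFs numbered 202 in small polysomes, 112 in large polysomes, 205 in the rRNA-depleted library, 231 in the extensive library, 235 in the union and 192 in all 3 experiments; the union held 5531 standard ORFs, 1606 uORFs and 61 ncRNA smORFs. With distinct intervals the counts that changed by more than 1.5 times were those of smORFs in large polysomes (118), uORFs (2512) and ncRNA smORFs (309). The other cut-offs on density, coverage, reads and length left these counts within 1.5 times. Across the unions that each left out one experiment, the counts ran from 334 to 363 smORFs, from 12216 to 13650 standard ORFs, from 4197 to 5380 uORFs and from 384 to 567 ncRNA smORFs.

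The shares translated changed with most settings. At 5.9 RPKM they were 72.4% for standard ORFs, 29.7% for uORFs and 24.6% for ncRNA smORFs. At 2 times the RPKM cut-off they were 69.1% for annotated smORFs, 57.2% for standard ORFs, 23% for uORFs and 17.0% for ncRNA smORFs. With a coverage of 0.40 they were 71.6% for standard ORFs, 31.3% for uORFs and 24.9% for ncRNA smORFs, and with 0.80 they were 71.2% for annotated smORFs, 55.2% for standard ORFs, 21.7% for uORFs and 16.4% for ncRNA smORFs. Without a read minimum 31.9% of uORFs were translated, and with at least 10 reads 21.9% of uORFs and 19% of ncRNA smORFs. One count per gene gave 67.1% for standard ORFs, 39.5% for uORFs and 36.3% for ncRNA smORFs. Distinct intervals gave 67.8% for standard ORFs, 22.4% for uORFs and 17.0% for ncRNA smORFs. At an mRNA density of 1 RPKM the shares were 81.4% for annotated smORFs, 80.8% for standard ORFs, 35.4% for uORFs and 38.4% for ncRNA smORFs, and at 5 RPKM 90.7%, 90.4%, 39.9% and 64.7% in the same order. Across the unions that each left out one experiment the shares ran from 71.2% to 77.4% for annotated smORFs, from 62.9% to 70.3% for standard ORFs, from 20.7% to 26.5% for uORFs and from 14.7% to 21.6% for ncRNA smORFs. The share of annotated smORFs was above that of standard ORFs under each of these settings, by less than 1 percentage point at the higher mRNA densities.

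Among ORFs translated in the fraction itself, the median TE in small polysomes was 1.30 for annotated smORFs, 0.943 for standard ORFs, 1.52 for uORFs and 1.29 for ncRNA smORFs, and in large polysomes it was 0.343, 1.26, 2.50 and 0.584 in the same order. Among ORFs translated in any of the 4 libraries the medians were 1.24, 0.867, 0.563 and 1.20 in small polysomes and 0.312, 1.16, 0.791 and 0.422 in large polysomes. An mRNA density of at least 5 RPKM gave 0.821 (small) and 1.12 (large) for standard ORFs and 0.727 (small) and 0.215 (large) for ncRNA smORFs. One value per gene gave 0.691 and 0.869 for standard ORFs, and distinct intervals 0.765 and 1.03. Without replicate 1 of the small polysomes, that is with the extensive library, the medians were 1.33 for annotated smORFs, 0.967 for standard ORFs and 0.419 for ncRNA smORFs (0 over distinct intervals). The median TE of smORFs in small polysomes over that of standard ORFs in large polysomes was then 1.25, as it was with one value per gene (1.25). That of smORFs in small over large polysomes was 5.32 with the extensive library, and that of standard ORFs 0.911, or 0.796 with one value per gene. Under each of these settings the median TE of smORFs was higher in small than in large polysomes, and that of standard ORFs was lower. All of these settings divide by mapped reads, of which a smaller share was unique in small than in large polysomes. No setting with unique reads as divisor was tried.

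The R2 of small and large polysomes was 0.884 for log2(RPKM + 1), 0.867 as squared Spearman rho, 0.420 at 11.8 RPKM or more in 1 library, 0.498 without the highest CDSs, 0.484 with one CDS per gene and 0.885 among annotated smORFs. For the initial and extensive small polysome libraries these values were 0.970, 0.942, 0.820, 0.873, 0.835 and 0.649. The rho of uORF and main ORF TE was 0.443 in the extensive library and 0.328 over all uORFs with a TE, and stayed positive under each alternative. With the longest ORF per gene the median lengths were 463 aa for translated and 413 aa for all standard ORFs, 22 and 26 aa for uORFs and 37 and 65 aa for ncRNA smORFs. Without a read minimum translated uORFs had a median of 18 aa.

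Among other counts and shares, 139 values changed, 39 to higher and 100 to lower values. For the ORFs named, 229 values changed with another library, 97 to higher and 132 to lower values. On 60 nt, 5 reads are worth most in large polysomes, 31.7 RPKM, which follows from library size alone. Without a read minimum, translated uORFs and ncRNA smORFs rose in number in the rRNA-depleted library as well as in large polysomes. These values therefore do not show in which library depth limits the detection of short ORFs most.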

Differences from the paper's values

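Distinct intervals for TE were chosen after seeing the data, and no other test in this part was. Values given as the paper's are from its text or tables unless a figure is named.

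Translated annotated smORFs numbered 314 in small polysomes against the paper's 191, 185 in large polysomes against the paper's 106, 358 in the extensive library against the paper's 224, 363 in both small polysome libraries against the paper's 227, and 364 in the union against the paper's 228. In the rRNA-depleted library they numbered 324, with the paper's value about 200 in Fig. 2D, read by eye, and in all 3 experiments 302, with the paper's value about 180 in Fig. 2D, read by eye. Of the alternatives set before the data were examined, one count per gene, distinct intervals and a coverage of at least 0.80 brought each of these counts within 1.5 times the paper's, and 2 times the RPKM cut-off did so for each but large polysomes. For the union, leaving out the extensive library also did so. The remaining alternatives left the differences open. Transcribed annotated smORFs numbered 469 against the paper's 274; one per gene (311), distinct intervals (331) and an mRNA density of at least 5 RPKM (389) closed the difference, and at least 1 RPKM and the other length limit did not.

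The 14888 distinct uORFs and 6436 distinct ncRNA ORFs lie close to the paper's totals, and the 26468 and 8095 listed ones do not. For these classes the main counts thus set ORFs listed per transcript against what appear to be distinct ORFs. Translated uORFs numbered 5743 against the paper's 2708, and distinct intervals (2512) alone closed the difference. Transcribed uORFs numbered 20298 against the paper's 9069, and distinct intervals (11215) and an mRNA density of at least 5 RPKM (13590) closed it, the other alternatives not. Translated ncRNA smORFs numbered 581 against the paper's 313. Distinct intervals (309), 2 times the RPKM cut-off (445), a coverage of at least 0.80 (430) and a union without the extensive library (384) closed this difference, and the others did not. For transcribed ncRNA smORFs, 2609 against the paper's 918, none of the alternatives set before the data were examined did. All of them use the mRNA density of exons, which gives each ORF of a transcript the same value. The share of transcribed ncRNA smORFs translated was 22.2% against the paper's 34%; with 5.9 RPKM (24.6%), a coverage of 0.40 (24.9%), no read minimum (23.8%), one per gene (36.3%) and an mRNA density of at least 1 RPKM (38.4%) the values lay within 1.5 times, and with the others not.

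The median TE of uORFs was 0 in small polysomes against the paper's 0.276 and 0 in large polysomes against the paper's 0.347, and none of the alternatives closed either difference. For ncRNA smORFs in small polysomes it was 0 against the paper's 0.384, and only the extensive library (0.419) closed the difference; over distinct intervals, a unit chosen for TE after seeing the data, that library also gave 0.

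For the ORFs named, values are those of the initial small polysome library and the alternatives are the other libraries and the mean over all 4. The coverage of CG32582 was 0.314 against the paper's 0.57, and the extensive library gave 0.572, the others not. The TE of CR30055 ORF1 was 3.01 against the paper's 1.24, which no alternative closed. TEs here divide by the mRNA density of exons, which all ORFs of CR30055 share. The paper describes mRNA density in the feature, so the TEs of the named ncRNA ORFs and uORFs have unlike divisors. How far this accounts for the differences in TE was not tested. CR30055 ORF2 had 5.72 RPKM against the paper's 26.1 (26.1 in the extensive library only) and a coverage of 0.373 against the paper's 0.66, closed by the extensive library (0.658), the rRNA-depleted one (0.519) and the mean (0.487). CR30055 ORF3 had 10.1 RPKM against the paper's 54.6, closed by the extensive library alone (54.6). CR30055 ORF5 had 9.74 RPKM against the paper's 28.0 and a coverage of 0.341 against the paper's 0.85. The extensive library (27.9 RPKM and 0.850) and the rRNA-depleted one (28.0 RPKM and 0.575) closed both. Its TE was 1.94 against the paper's 3.7, closed by the mean alone (3.49). Uhg2-ORF1 had 25.3 RPKM against the paper's 10.5, closed by the mean (10.5), the rRNA-depleted library (8.71) and the extensive one (8.09), and a TE of 1.26 against the paper's 0.83, closed by none. FBtr0072084_1 had 90.9 RPKM against the paper's 46.8, closed by the extensive library (46.8), the rRNA-depleted one (44.8) and the mean (45.6). Its coverage was 0.429 against the paper's 0.76, closed by the extensive (0.762) and the rRNA-depleted library (0.690), and its TE 2.53 against the paper's 4.35, closed by none. FBtr0072210_1 was listed at 0 RPKM, a coverage of 0 and a TE of 0, against the paper's 97.7 RPKM, 0.92 and 4.34. Large polysomes gave 97.7 RPKM, 0.923 and 4.50; the coverage was also within 1.5 times the paper's in the rRNA-depleted library (1.00), the extensive library (0.974) and the mean (0.724).

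The paper states that small polysomes contained all smORFs detected in large polysomes, and 1 of 118 distinct smORFs (Eip71CD) passed in large polysomes and not in the initial small polysome library; it passed in the extensive small polysome library. The paper gives a larger gain in ORF-mapping reads for the extensive library than the ratio of 2.06 found between the ORF reads in Supplementary file 1A. The paper reports no overall correlation between the translation of uORFs and that of their main ORFs; rho was 0.366, and 0.342 with 1 uORF per gene, of which re-pairing within bins of mRNA density gives a median of 0.178.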

Other observations

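No test in this part was chosen only after its result was seen.

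The small to large ratio of footprints fell with CDS length above 50 aa. Over 12104 distinct CDSs with at least 10 reads in a library, and 1 read added to each, the median log2 ratio was 1.93 for 247 smORFs, 1.60 for 487 CDSs of over 100 and up to 150 aa and -0.94 for 7971 CDSs over 400 aa. The 15 CDSs of up to 50 aa had a lower median than other smORFs, 1.21, with a wide 95% interval of -0.59 to 3.13. At over 100 and up to 150 aa, 11.7% of the fall had been reached, which is consistent with a gradual change along length in place of a step at 100 aa. A difference in depth was also tested. With the small polysome reads thinned to the depth of the large polysome library, smORFs and standard ORFs differed by 2.55 on the log2 scale, and by 2.58 without thinning, and as thinning shifts the ratios of all CDSs by about the same amount, this test could hardly have come out otherwise. As the fractions were separated by ribosome number, which the length of an ORF limits, the gradient remains a hypothesis about length and was not tested against other properties of the ORFs.

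The number of translated uORFs rose from 1003 to 1963 distinct uORFs between the initial and the extensive library. With the extensive reads thinned to the initial library 1766 uORFs passed on average, 1.76 times the initial number. Coverage could not be thinned, so the rise cannot be told apart from an effect of depth.

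Transcribed smORFs that were not translated may be explained by low mRNA levels. Of 80, 90% lay below the mRNA density of 10.7 RPKM at which the median TE of smORFs gives the RPKM cut-off, and so did 9.56% of the 251 translated ones. Of the 8 at or above it, 5 reached the RPKM cut-off in an experiment without passing there. Translational regulation was not tested.

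The positive correlation between the TE of a uORF and that of its main ORF was tested against the mRNA level both share. Re-pairings within 20 bins of mRNA density reached a rho of up to 0.284 with a median of 0.178, against 0.342 for the true pairs. The partial rank correlation of the footprint densities given both mRNA densities was 0.267. The shared mRNA level thus may give rise to a good part of the correlation, and none of these re-pairings reached the measured value. The TE of the uORF had a rho of -0.715 with mRNA density, and uORFs were selected by footprint density, whose effect on the remaining correlation was not tested.

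The 4 annotated CDSs of tal, of 11 to 32 aa, are listed at 0 RPKM in the mRNA and in the footprint libraries.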
